# Single-cell RNA-seq mapping of chicken peripheral blood leukocytes

**DOI:** 10.1186/s12864-024-10044-4

**Published:** 2024-01-29

**Authors:** Matilda Maxwell, Robert Söderlund, Sonja Härtle, Eva Wattrang

**Keywords:** Chicken, Single-cell RNA-seq, Peripheral blood leukocytes

## Abstract

**Background:**

Single-cell transcriptomics provides means to study cell populations at the level of individual cells. In leukocyte biology this approach could potentially aid the identification of subpopulations and functions without the need to develop species-specific reagents. The present study aimed to evaluate single-cell RNA-seq as a tool for identification of chicken peripheral blood leukocytes. For this purpose, purified and thrombocyte depleted leukocytes from 4 clinically healthy hens were subjected to single-cell 3′ RNA-seq. Bioinformatic analysis of data comprised unsupervised clustering of the cells, and annotation of clusters based on expression profiles. Immunofluorescence phenotyping of the cell preparations used was also performed.

**Results:**

Computational analysis identified 31 initial cell clusters and based on expression of defined marker genes 28 cluster were identified as comprising mainly B-cells, T-cells, monocytes, thrombocytes and red blood cells. Of the remaining clusters, two were putatively identified as basophils and eosinophils, and one as proliferating cells of mixed origin. In depth analysis on gene expression profiles within and between the initial cell clusters allowed further identification of cell identity and possible functions for some of them. For example, analysis of the group of monocyte clusters revealed subclusters comprising heterophils, as well as putative monocyte subtypes. Also, novel aspects of TCRγ/δ + T-cell subpopulations could be inferred such as evidence of at least two subtypes based on e.g., different expression of transcription factors *MAF*, *SOX13* and *GATA3*. Moreover, a novel subpopulation of chicken peripheral B-cells with high *SOX5* expression was identified. An overall good correlation between mRNA and cell surface phenotypic cell identification was shown.

**Conclusions:**

Taken together, we were able to identify and infer functional aspects of both previously well known as well as novel chicken leukocyte populations although some cell types. e.g., T-cell subtypes, proved more challenging to decipher. Although this methodology to some extent is limited by incomplete annotation of the chicken genome, it definitively has benefits in chicken immunology by expanding the options to distinguish identity and functions of immune cells also without access to species specific reagents.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-024-10044-4.

## Background

The domestic fowl is the world’s most ubiquitous livestock and poultry products, meat and eggs, are an important source of protein for the growing human population. Moreover, the number of chickens reared worldwide is predicted to continue to increase [1, 2]. One vital part in safeguarding chicken health and welfare in all types of husbandry systems is to achieve effective and sustainable control of infectious diseases. To succeed in developing such measures comprehensive knowledge on the chicken immune system is paramount. Studies of the chicken immune system have historically contributed to several important findings even for mainstream immunology, e.g., the delineation of B- and T-cell lymphoid systems, but currently chicken immunology is lagging behind the mammalian counterparts particularly mouse and human immunology [3]. The general organisation of the chicken immune system is very similar to those of mammals, but several important differences exist, and it is thus vital not to indiscriminately translate new knowledge from mammals without verifying with chicken specific data. A large part of modern immunology involves in-depth phenotypic and functional identification of different cells of the immune system, e.g., T-cell subpopulations. Chicken immune cells can currently be phenotypically identified at protein level by immunofluorescence labelling and flow cytometric analysis using chicken specific reagents to several canonical immune markers, e.g., co-receptors CD4 and CD8, and some markers unique for chickens, e.g., the transmembrane protein Bu-1 (chB6) expressed on B-cells and some none-immune cells [4] and the mannose receptor MMR1L4 (MRC1L-B) expressed on monocytes [5, 6]. Indeed, in addition to identification of standard leukocyte populations such as B-cells, T-helper (Th) cells and cytotoxic T-cells (CTL) using these available reagents, various “special features” of chicken immune cells have also been discovered and novel rare/unusual immune cells have been indicated. For example, it was recognised early that chickens have a stable population of CD4 + CD8 αα+ T-cells in blood, spleen and among intestinal intraepithelial lymphocytes [7, 8]. Recently, presence of chicken TCRα/β + CD4 + CD8αβ+ [9] and TCRα/ β+ CD4-CD8αα + T-cells [10] was also suggested. Moreover, chickens belong to the group of species that have high numbers of TCRγ/δ + T-cells in the circulation and secondary lymphoid organs [11] and three main subpopulations of these have been identified so far [12]. However, work to further increase the resolution of chicken immune cell phenotyping is often hampered by dearth of chicken-specific reagents to detect crucial immunological markers such as cytokines and transcription factors for cell identification at protein level. In addition, it may also be difficult to assess which markers to focus reagent development efforts on without prior species-specific knowledge on their expression. Massively parallel single-cell RNA sequencing (RNA-seq) enables analysis of single cells with whole-transcriptome resolution without development of species-specific reagents provided that an appropriately annotated genome for the species in question exists. The methodology may then offer a higher dimensionality for analysing individual immune cells compared to e.g., flow cytometry with selected markers, and it may be possible to identify not only previously known but also novel cell types, to infer cell functions and to identify suitable cell markers [13].

The present study aimed to evaluate the use of single-cell RNA-seq for in-depth phenotypic and putative functional identification of chicken peripheral blood leukocytes. Single-cell RNA-seq has fruitfully been used to study mixed immune cell populations from several “non-mainstream” species such as pigs [14], horses [15], and teleost fish [16]. For chicken immune cells, purified “lymphocytes” [17], spleen cells [18] and bursal cells [19] have been used for single-cell RNA-seq but the focus of these studies have been on different viral infections and limited immune cell identification was reported. Peripheral blood is an easily accessible source of leukocytes but mRNA analysis of these in the chicken is complicated by presence of both nucleated red blood cells and thrombocytes. We therefore sought to decrease these cell types that were not the focus of the present investigation among cells submitted to sequencing. Chicken red blood cells can be reduced by Ficoll gradient centrifugation that in mammals is considered to enrich so called peripheral blood mononuclear cells (PBMC), mainly monocytes and lymphocytes. For chickens however, cells enriched by this procedure comprise a high proportion of thrombocytes that are of similar size as chicken lymphocytes. Chicken thrombocytes exclusively express the CD41/61 intergrin complex [20] and we used this as target for immunomagnetic separation to reduce the proportion of thrombocytes in the leukocyte preparations submitted for sequencing.

## Results

### Outcome of peripheral blood leukocyte isolation

For this study leukocytes were isolated from blood from four 24-week-old laying hens by Ficoll gradient centrifugation to reduce the content of red blood cells. Subsequently, the proportion of thrombocytes was reduced by immunomagnetic separation based on the expression of the intergrin complex CD41/61. Immunofluorescence phenotyping of the cell preparations showed that the proportion of thrombocytes was reduced from 46 to 60% CD41/61 + cells before depletion to 5–7% after (Additional file 1). Moreover, flow cytometric phenotyping (using antibody panels and gating strategies described in Additional files 5 and 6) showed that in the final depleted cell preparations submitted to sequencing, cells that were identified were on average 52% lymphocytes, 16% monocytes, 11% red blood cells and 6% heterophils.

### Defining the general single-cell resolution landscape of peripheral blood leukocytes by expression of marker genes

Initial quality assessment from sequencing of the four samples showed that on average 4773 cells per sample (range 3020–5557 cells/sample) and 47,970 reads per cell (34,045–66,925 reads/cell) were analysed, the median number of detected genes per cell ranged from 1025 to 1202 and the sequencing saturation ranged from 84 to 91%. 

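Blood leukocytes of clinically healthy hens were sequenced as 4 droplet-based single-cell libraries, and the authors deposited a value for each of 15271 genes in each of 16936 cells. These values are scores. They were read as UMI counts that the authors corrected for depth with SCTransform and rounded to whole numbers, which the files do not state, since the total per cell lay only between 1577 and 3004. Libraries 1 to 4 held 4452, 2697, 4893 and 4894 cells, with medians of 1044, 1159, 1163 and 1156 genes per cell. Libraries 3 and 4 shared 4890 cell barcodes, whereas any other pair of libraries shared 1 to 9. The median shared cell of libraries 3 and 4 differed in 8 genes, and all differences together made up 0.682% of the total. Libraries 3 and 4 were therefore treated as 1 library under 2 names, with the profile of library 3 taken as the mean of its 2 entries. Every mean and SD given here is over n = 3 libraries, or over n = 2 where this is stated. For a comparison, the values of a group of cells were summed in each library and scaled to a total of 10000, and log2 of the scaled value plus 0.1 was compared between the groups with limma, which takes libraries and not cells as replicates. The added 0.1 draws the fold changes of genes of low expression towards 0. Genes with a mean of at least 0.05 per 10000 in either group were tested, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called past the threshold. Profiles of fewer than 10 cells were left out. The 3 profiles against 3 allow 10 splits, so an exact permutation test cannot give a share under 0.1.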

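The 12042 cells of libraries 1 to 3 were clustered on the values as deposited, log-transformed, with Seurat. The 3000 features left out every gene that the paper names and every marker gene, so that the clustering did not set the values of these genes. After integration of the libraries on 30 dimensions, 27 principal components at a resolution of 0.8 resolved 22 clusters of 46 to 1936 cells. The number of clusters moved most with the resolution, from 15 at 0.4 to 24 at 1.2.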

Unsupervised graph-based clustering of the total 16,936 cells that passed the final quality control, i.e., integrated from the four individual chickens, resolved 31 clusters (Fig. 1A). A selection of marker genes (Table 1) was used for cluster identification. These genes were either universally recognised leukocyte markers, e.g., CD3, chicken specific leukocyte markers, e.g., Bu-1, or identified as useful in the literature. Based on marker gene expression patterns and graph-based clustering on principal components, clusters were assigned to 11 groups with 2 subgroups; monocytes, B-cells (with subgroup *SOX5* + B-cells), TCRγ/δ T-cells, CD4 T-cells (with subgroup putative Treg), CD8 T-cells, “cytolytic cells”, putative basophils, putative eosinophils, proliferating cells, thrombocytes and red blood cells. 

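A cluster was named in the deposited data where at least 3 markers of a cell type, listed before the data were examined, were seen in at least 5% of its cells at 2 times the level of the other cells or more. All 11 groups and both subgroups were found by this rule, and their names carry -like because no protein was measured in these libraries. The groups were 2444 γ/δ T-like, 2591 CD4 T-like, 474 Treg-like, 726 CD8 T-like, 843 cytolytic-like, 2097 B-like, 176 SOX5 B-like, 1618 monocyte-like, 410 thrombocyte-like, 239 eosinophil-like, 131 proliferating-like, 80 red blood cell-like and 55 basophil-like cells. Clusters of 56, 56 and 46 cells met the rule for no cell type. The smallest of them had a median of 35.5% mitochondrial values per cell, and 42 of its cells came from library 3. Numbers of genes past the threshold between such clusters are partly circular, since the clusters were drawn on the expression of other genes. From marker expression in each cluster, the paper reasons to the cell type that the cluster comprises.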

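The share of each cell group was taken per library, as a mean and SD over n = 3 libraries. B-like cells with their SOX5 subgroup made up 19.3 ± 2.66% of cells, γ/δ T-like cells 20.7 ± 2.1%, CD4 T-like cells with their Treg-like subgroup 24.5 ± 7.40%, CD8 T-like cells 5.90 ± 0.723% and cytolytic-like cells 6.73 ± 1.97%. Monocyte-like cells made up 13.9 ± 5.73%, thrombocyte-like cells 3.38 ± 1.64%, eosinophil-like cells 2.19 ± 1.13%, proliferating-like cells 1.06 ± 0.147%, red blood cell-like cells 0.703 ± 0.203% and basophil-like cells 0.467 ± 0.133%. The highest library held 1.23 times the share of the lowest for γ/δ T-like cells and 1.31 times for B-like cells, but 2.44 times for monocyte-like, 2.99 times for thrombocyte-like and 3.08 times for eosinophil-like cells. For monocyte-like cells the shares were 7.37% in library 1 (exact Clopper-Pearson 95% interval 6.62 to 8.17), 17.9% in library 2 (16.5 to 19.4) and 16.5% in library 3 (15.4 to 17.5), so the difference of library 1 from the others was larger than counting error. No alternative moved the share of a named group by more than its SD. The share of unnamed cells, 1.21 ± 0.739%, moved to 0 when the libraries were merged without integration and to 0.786% without library 3.

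**Figure D1:**
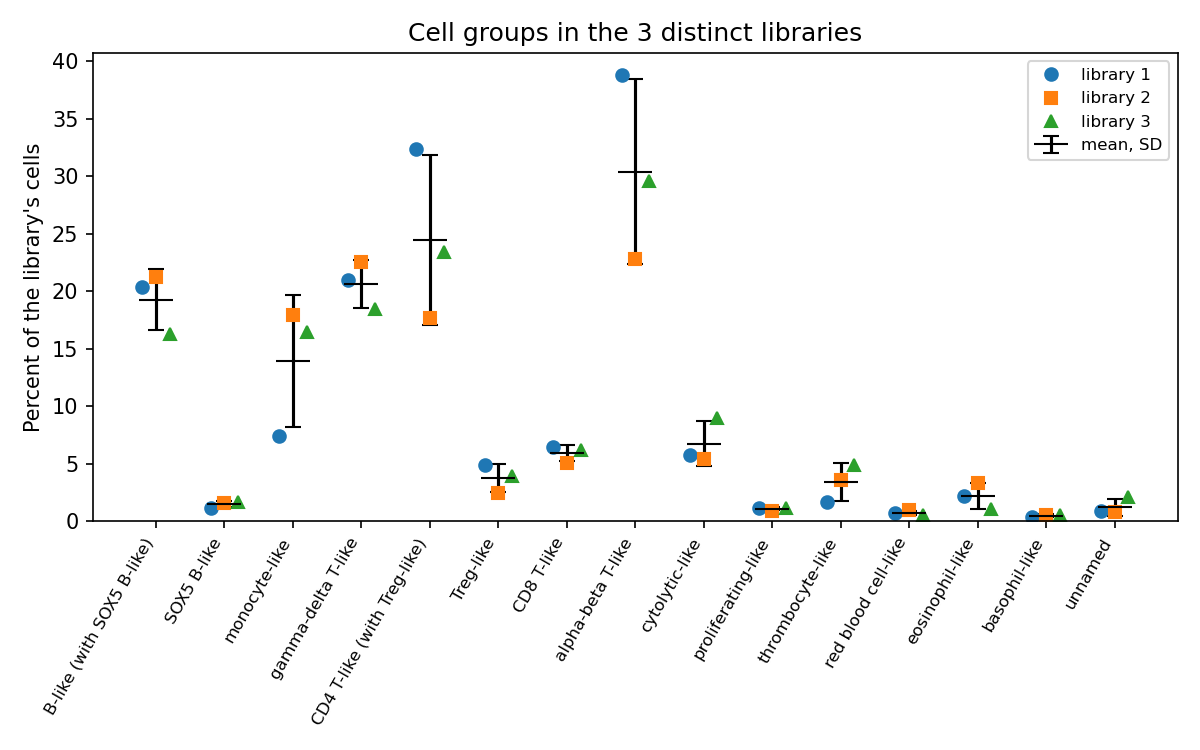
Share of each cell group in percent of a library's cells, with points for libraries 1, 2 and 3 and lines for their mean and SD. The monocyte-like share is 7.37% in library 1 and 17.9% in library 2.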

All these cell groups were represented in similar proportions in the four individual chickens (Fig. 1B). The expression pattern of a selection of marker genes across the different clusters is shown in Fig. 2. Data for most clusters within the different groups were analysed in detail as described below. Cells in cluster 27 were identified as red blood cells based on the high expression of *HBBA* (Fig. 2) and cells in cluster 9 were identified as thrombocytes based on the expression of *ITGA2B* and *ITGB3* that in combination make the CD41/61 complex exclusive for chicken thrombocytes. These two clusters were not analysed further.

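The cluster of red blood cell-like cells contained 157 ± 10.8 HBBA per 10000 (SD, n = 3 libraries), and the other named groups contained 0.791 to 2.37. HBBA UMIs were seen in 96.2% of red blood cell-like cells (median value total 1656) and in 15.3 to 27.3% of cells of every other named group, for example in 17.1% of α/β T-like cells (median value total 2510), a level at which free RNA cannot be excluded. ITGA2B, on chromosome 27 of GRCg7b from 1173030 to 1192558, reached 12.2 ± 6.36 per 10000 in thrombocyte-like cells and 5.20 ± 1.2 in basophil-like cells, with at most 0.0880 in any other named group. ITGB3, from 1955857 to 1973162 on the same chromosome, reached 15.5 ± 2.41 in thrombocyte-like cells, 1.89 ± 0.269 in eosinophil-like cells, and was listed at 0 in basophil-like cells.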

**Fig. 1:**
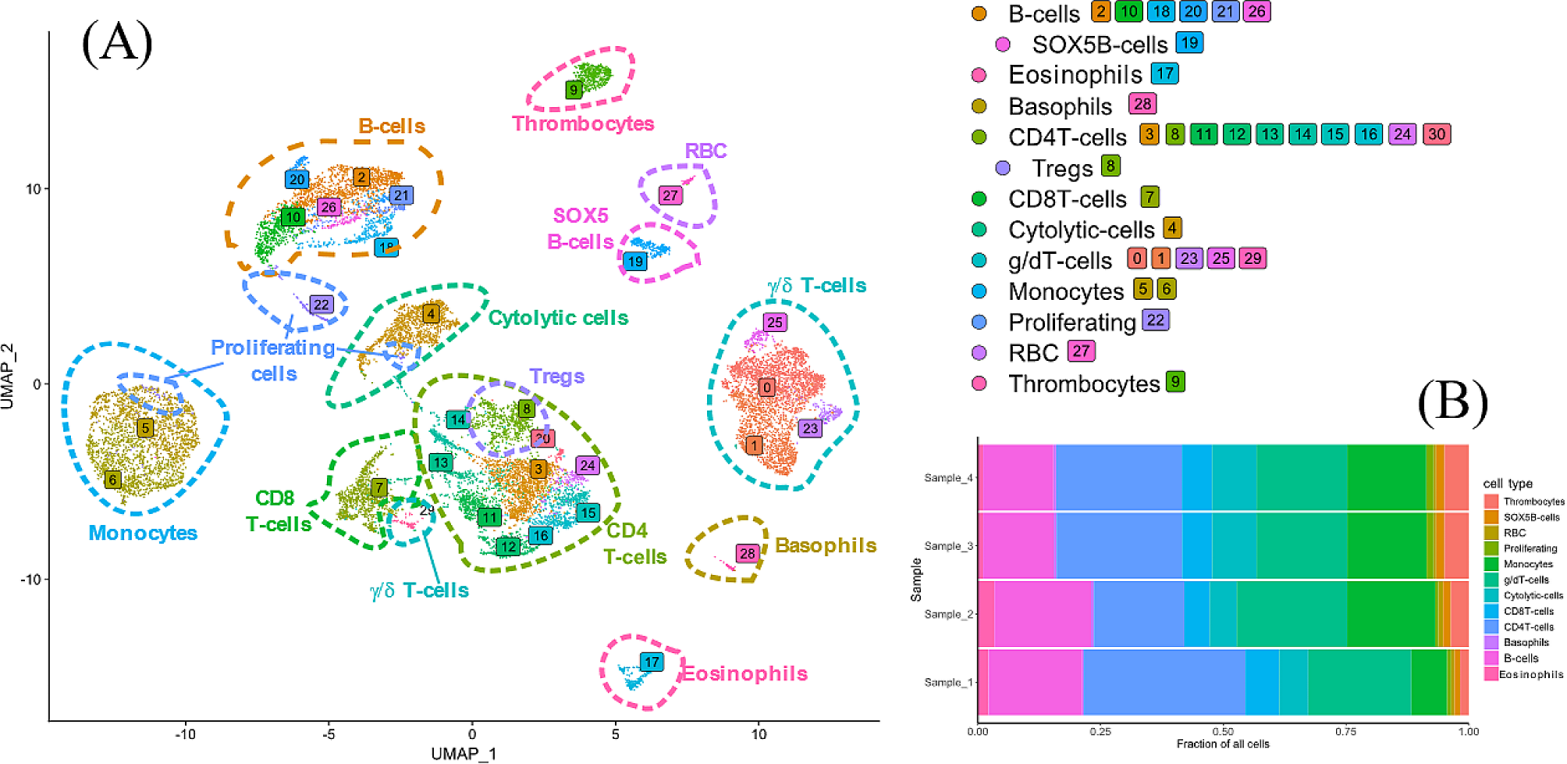
(**A**) UMAP visualization of the 16 936 studied cells in a 2D space after clustering with putative cell type annotations for the main clusters. Cells (points) are coloured based on their cluster identity. Putative cell types have been annotated using manual annotation from marker expression and gene ontology of expressed genes (Table 1). (**B**) Fractions of cell types for cell preparations from the individual hens

**Table 1:** Marker genes used for primary annotation of cell types among chicken leukocytes

Gene abbreviation	Name	Cell type	Comment
*LOC396098*	chB6/Bu-1	B-cell	Unique for chicken B-cells [4]
*PAX5*	Paired box 5	B-cell	
*CD247*	CD3 ζ subunit of T-cell receptor complex	T-cell	Also expressed in NK-cells [59]
*CD3E*	CD3ε subunit of T-cell receptor complex	T-cell	
*CD3D*	CD3δ subunit of T-cell receptor complex	T-cell	
*TARP*	TCR gamma alternate reading frame protein	TCRg/d + T-cell	
*CD4*	Cluster of differentiation 4	T-helper cell (Th)	
*CD8A*	Cluster of differentiation 8α	T-cell	In chickens expressed on several T-cell types and some NK-cells [71]
*CD8BP*	Cluster of differentiation 8β pseudogene	T-cell	In chickens expressed on CTL and some TCRg/d + T-cells [12]
*MMR1L4*	macrophage mannose receptor 1-like 4	monocyte	Exclusively expressed on chicken monocytes [5, 6]
*ITGA2B*	integrin subunit alpha 2β / CD41	thrombocyte	The CD41/61 complex exclusively expressed on chicken thrombocytes [20]
*ITGB3*	integrin subunit beta 3 /CD61	thrombocyte	The CD41/61 complex exclusively expressed on chicken thrombocytes [20]
*HBBA*	hemoglobin subunit epsilon 1	red blood cell	
*MMP9*	Matrix metallopeptidase 9	heterophil	Expressed in chicken heterophils but not in chicken monocytes [40]
*GNLY*	Granulysin	Cytolytic cell	
*FASLG*	Fas ligand	Cytolytic cell	
*GZMA*	Granzyme A	Cytolytic cell	
*GZMM*	Granzyme M	Cytolytic cell	
*IL2RA*	Interleukin-2 receptor subunit α	T-regulatory cell (Treg)	Among resting CD4 + T-cells primarily expressed in Treg [54]
*CTLA4*	Cytotoxic T-lymphocyte associated protein 4 (CD152)	Treg	Among resting CD4 + T-cells primarily expressed in Treg [54]
*MKI67*	Marker of proliferation Ki-67	Proliferating cell	Expression associated with cell proliferation [72]
*PPIA*	Peptidylprolyl isomerase A	Proliferating cell	Expression associated with cell proliferation [73]
*YBX1*	Y-box binding factor 1	Proliferating cell	Expression associated with cell proliferation [74, 75]
*DACH1*	Dachshund family transcription factor 1	Eosinophil	Eosinophil associated gene [76]
*MCTP2*	Multiple C2 and transmembrane domain containing 2	Eosinophil	Eosinophil associated gene [76]
*PIP5K1B*	Phosphatidylinositol-4-phosphate 5-kinase type-1 beta	Eosinophil	Eosinophil associated gene [76]
*FRY*	FRY microtubule binding protein	Eosinophil	Eosinophil associated gene [76]
*LOC770612*	interferon-induced transmembrane protein 1-like (IFITM1)	Eosinophil	Eosinophil associated gene [76]
*IL5RA*	Interleukin-5 receptor subunit α	Eosinophil	Eosinophil associated gene [76]
*CTSG*	Cathepsin G	Granulocyte, basophil, mast cells	Serine protease expressed in granulocytes including basophils and in mast cells [77]
*HDC*	Histidine decarboxylase	Basophil	Basophil/mast cell associated gene [78]
*GATA2*	GATA-binding factor 2	Basophil	Basophil/mast cell associated gene [79]
*FCER1G*	Fcε receptor Ig	Basophil	Expressed mainly on basophils/mast cells but also on e.g., eosinophils [80]
*NDST2*	N-deacetylase and N-sulfotransferase 2	Basophil	Basophil/mast cell associated gene [78]
*CD63*	Cluster of differentiation 63	Basophil	Expressed on basophils [81]

**Fig. 2:**
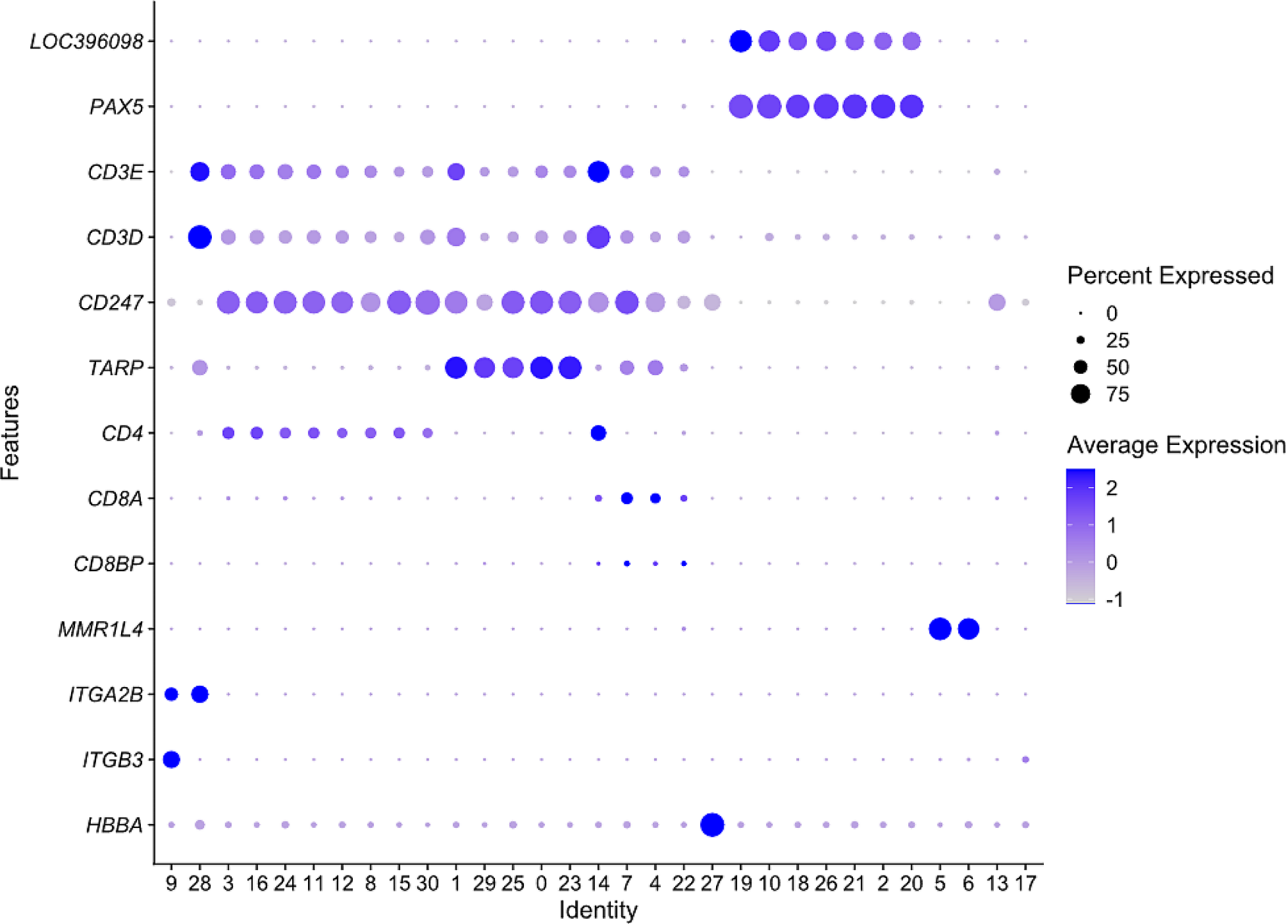
Dot plot of expression of marker genes (Features) in the indicated clusters (Identity) defined in Fig. 1. The radius of the dot corresponds to percentage of cells in each cluster expressing the gene, and colour intensity corresponds to scaled expression values. Expression values are scaled within the plot. *LOC396098* – Bu-1

### Monocyte clusters and sub-cluster analysis

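The macrophage mannose receptor 1-like gene MMR1L4 lies on chromosome 2 of GRCg7b from 19447742 to 19476382, where a transfer RNA gene overlaps it. Its level was 8.86 ± 1.55 per 10000 (SD, n = 3 libraries) in monocyte-like cells and at most 0.0555 in any other named group. The monocyte-like cells formed 2 clusters in the present clustering, cluster 5 with 837 cells and cluster 6 with 781. Cluster 6 met the rule for all 6 monocyte markers, but its leading genes by fold included MMP9 and IL1R2, used below as heterophil markers. Heterophils among its cells are therefore not excluded. MMR1L4 is among the markers that named both clusters, so its level there is not a separate result.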

The distinct group formed by clusters 5 and 6 (Fig. 1A) was defined by expression of *MMR1L4* (Table 1; Fig. 2) as mainly comprising monocytes. 

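The 2 monocyte-like clusters were compared gene by gene. Cluster 5 contained 9.62 ± 1.43 MMR1L4 per 10000 and cluster 6 contained 8.08 ± 1.65 (SD, n = 3 libraries). CD74 was 59.7 ± 21.0 in cluster 5 and 24.1 ± 11.3 in cluster 6, BLB2 49.6 ± 20.3 and 30.0 ± 15.0, and BLB1 13.0 ± 3.90 and 7.28 ± 2.48. MMR1L4, CD74, BLB1 and BLB2 were all higher in cluster 5 in 3 of 3 libraries. The clusters also differed in other ways. Cluster 5 had medians of 5.66% ribosomal protein and 12.8% mitochondrial values per cell, and cluster 6 had 2.02% and 16.4%. Their numbers are not matched to those of the paper's clusters. BLB1 overlaps BLEC1 in the annotation and is a paralog of BLB2, so their values are uncertain where reads fit more than 1 of them. Within each library, monocyte-like cells were also divided at the median MMR1L4 value. No gene passed limma's threshold between the MMR1L4-high and MMR1L4-low cells among 9176 tested, with 159 genes at an unadjusted p under 0.05. CD74 was 42.2 ± 17.7 against 41.6 ± 19.4 (log2 fold change 0.035, standard error 0.38, limma adjusted p = 1.00, higher in 2 of 3 libraries) in MMR1L4-high against MMR1L4-low cells, and the log2 fold changes of BLB1 and BLB2 were -0.019 and -0.015. With the hen added to the model as a block, 58 genes passed the threshold, none of them CD74, BLB1 or BLB2. This was the largest count that any alternative gave for this comparison. MMR1L4 at 8.08 to 9.62 per 10000, with a median value total of 2412.5 per monocyte-like cell, leaves few MMR1L4 UMIs per cell. Counting error can therefore place a cell in either group and can hide a difference in CD74, BLB1 or BLB2.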

Further analysis of gene expression within clusters 5 and 6 (Additional file 2) showed that relative expression of *MMR1L4* and MHCII genes *BLB1, BLB2*, and *CD74* differed between the clusters revealing a pattern of high *MMR1L4*/low MHCII expression in cluster 5 and low *MMR1L4*/high MHCII expression in cluster 6. Moreover, expression of *MMP9* was noted in some cells in cluster 6 which suggested this cluster in addition to monocytes also could comprise heterophils. Therefore, a re-cluster analysis was performed on clusters 5 and 6 in which six sub-clusters (0–5) were indicated (Fig. 3A). 

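MMP9, on chromosome 20 from 10914732 to 10918856, was 5.40 ± 2.78 per 10000 in cluster 6 and 2.76 ± 1.90 in cluster 5 of the present clustering (SD, n = 3 libraries). MMP9 UMIs were seen in 48.3% of cells in cluster 6 and 27.4% in cluster 5, at median value totals of 2602 and 2370, against 0.633% of α/β T-like cells at 2510. Between MMR1L4-high and MMR1L4-low monocyte-like cells MMP9 was 3.39 ± 2.31 against 4.79 ± 2.53 (log2 fold change -0.64, standard error 0.55, limma adjusted p = 1.00, lower in 3 of 3 libraries), and it passed the threshold only with the hen as a block.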

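The 1618 monocyte-like cells were clustered again by themselves, which gave 7 sub-clusters of 548, 412, 398, 140, 106, 8 and 6 cells, numbered 0 to 6. None met the marker rule for heterophils, MMP9, BHLHE40, NR4A3 and IL1R2. MMP9 was 5.14 ± 2.52 per 10000 in sub-cluster 0, 3.53 ± 2.13 in 1, 2.32 ± 1.56 in 2, 4.49 ± 2.73 in 3 and 4.67 ± 3.18 in 4 (SD, n = 3 libraries). MMR1L4 was lowest in sub-cluster 3 at 7.02 ± 2.66 and highest in sub-cluster 1 at 9.95 ± 1.84 among the 5 sub-clusters of 30 cells or more. The smallest sub-cluster, of 6 cells, was led by BCL11B, CD3E and other T-cell genes, and the one of 8 cells by PLCB1. Both stayed among the other sub-clusters in the comparisons.

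**Figure D2:**
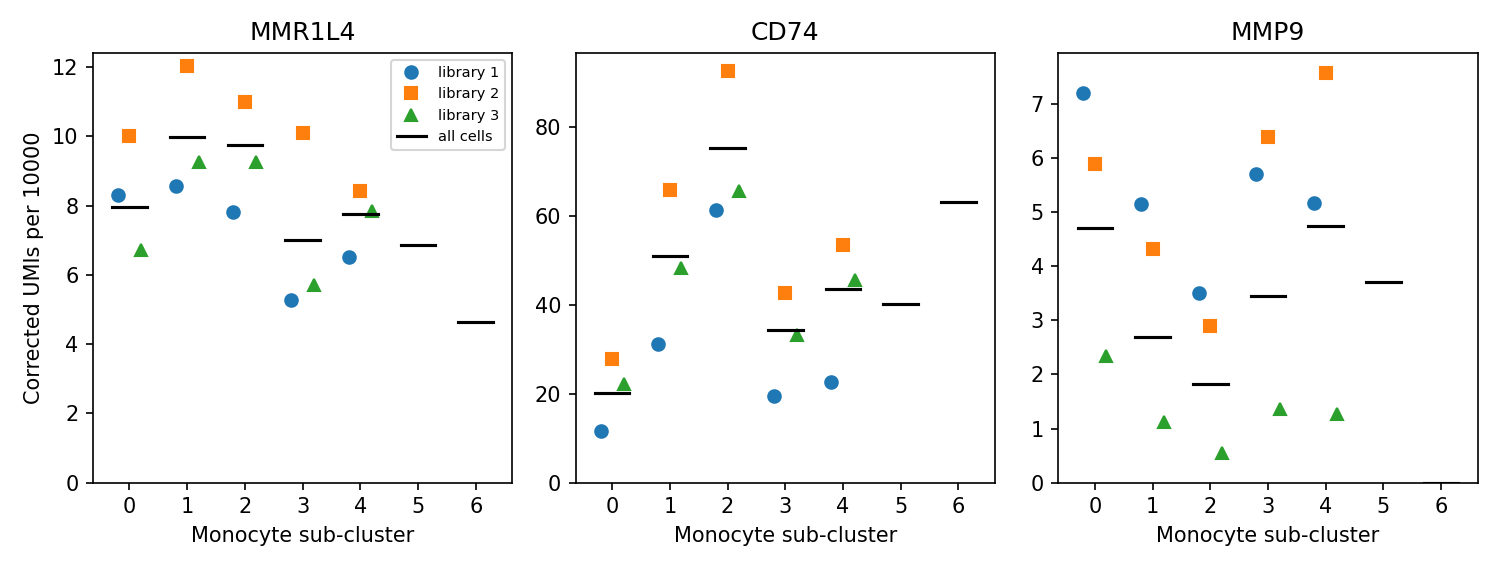
Expression per 10000 of MMR1L4, CD74 and MMP9 in monocyte sub-clusters 0 to 6, with points for libraries with at least 10 cells of the sub-cluster and a line for all its cells together. MMR1L4 and MMP9 overlap between sub-clusters, while CD74 is highest in sub-cluster 2.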

Based on the differential expression of *MMR1L4*, exclusively expressed in chicken monocytes, MHCII genes and *MMP9* that is expressed in chicken heterophils but not in chicken monocytes, we found that sub-clusters 0, 1, 3, 4, and 5 comprised mainly monocytes and that sub-cluster 2 likely contained mainly heterophils (Fig. 3B). Moreover, the re-clustering also revealed a polarisation of cells with high *MMR1L4* expression and low/lower MHCII expression (cluster 0,1) and low *MMR1L4* expression and high/higher MHCII expression (cluster 3,4,5), as seen in the original clustering. 

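CD74 ranged from 20.6 ± 8.24 per 10000 in sub-cluster 0 of the present re-clustering to 73.2 ± 17.0 in sub-cluster 2 (SD, n = 3 libraries), with 48.4 ± 17.3 in 1, 31.8 ± 11.6 in 3 and 40.6 ± 16.0 in 4. MMR1L4 was 8.34 ± 1.65 in sub-cluster 0 and 9.36 ± 1.59 in sub-cluster 2, and BLB2 was 27.6 ± 12.5 and 53.8 ± 21.3. Sub-cluster 0, chosen for its low CD74 after the data were seen, was compared with the other sub-clusters. Of 9314 genes, 11 were higher and 168 lower in it by limma, 102 in all without library 1, 84 without library 2 and 0 without library 3, and 1534 with the hen as a block. The median log2 fold change of all genes was 0.14. MMR1L4 was not among them (log2 fold change -0.11, standard error 0.22, limma adjusted p = 0.815, lower in 2 of 3 libraries). Among the genes that fell most were SPINK2 (log2 fold change -2.39, standard error 0.30, limma adjusted p = 0.00126, lower in 3 of 3 libraries) and the ribosomal protein genes RPS15A, RPS4Y1 and RPL27A, with log2 fold changes of -2.20, -2.11 and -2.10. Without library 3 the log2 fold change of SPINK2 was -2.32 and no longer past the threshold. Sub-cluster 0 had medians of 1.66% ribosomal protein and 17.1% mitochondrial values per cell, and sub-cluster 2 had 7.27% and 11.9%.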

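Among the immune genes that the paper shows for monocytes, S100A12 was 14.3 ± 2.09 per 10000 in MMR1L4-high and 11.1 ± 0.910 in MMR1L4-low monocyte-like cells (SD, n = 3 libraries, log2 fold change 0.36), SPINK2 was 3.20 ± 1.50 and 2.05 ± 0.90 (log2 fold change 0.61) and CD83 was 4.51 ± 0.118 and 6.87 ± 1.12 (log2 fold change -0.58). S100A12 and SPINK2 were higher and CD83 lower in the MMR1L4-high cells in 3 of 3 libraries, and all passed limma's threshold only with the hen as a block. PPARG, OSBPL3, C1QC, CD55, CD81, TLR7 and TLR2A had log2 fold changes between -0.14 and 0.37, none past the threshold. In the sub-cluster with the lowest CD74, SAA was 4.26 ± 1.26 against 10.2 ± 2.29 (log2 fold change -1.26, standard error 0.25, limma adjusted p = 0.0111, lower in 3 of 3 libraries) in comparison with the other sub-clusters, and its log2 fold change was -1.16 without library 2 and -1.37 without library 3, no longer past the threshold.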

Differential expression of a selection of immune/immune function genes (Fig. 3B) indicate differences in functions and monocyte phenotype as discussed below. The top enriched GO- and KEGG-terms (List at Gene Expression Omnibus (GEO); www.ncbi.nlm.nih.gov/geo, accession number GSE224329) for original cluster 5 comprised several terms concerning MHCII and antigen presentation on MHCII and for cluster 6 different terms for chemotaxis and cell migration were prominent. The top enriched GO and KEGG terms for sub-clusters comprised chemotaxis and myeloid leukocyte migration for subclusters 0, 1 and 3, Toll-like and NOD-like receptor signalling for subcluster 2, myeloid leukocyte differentiation for subclusters 4 and 5, and MHC II for subclusters 1 and 5.

**Fig. 3:**
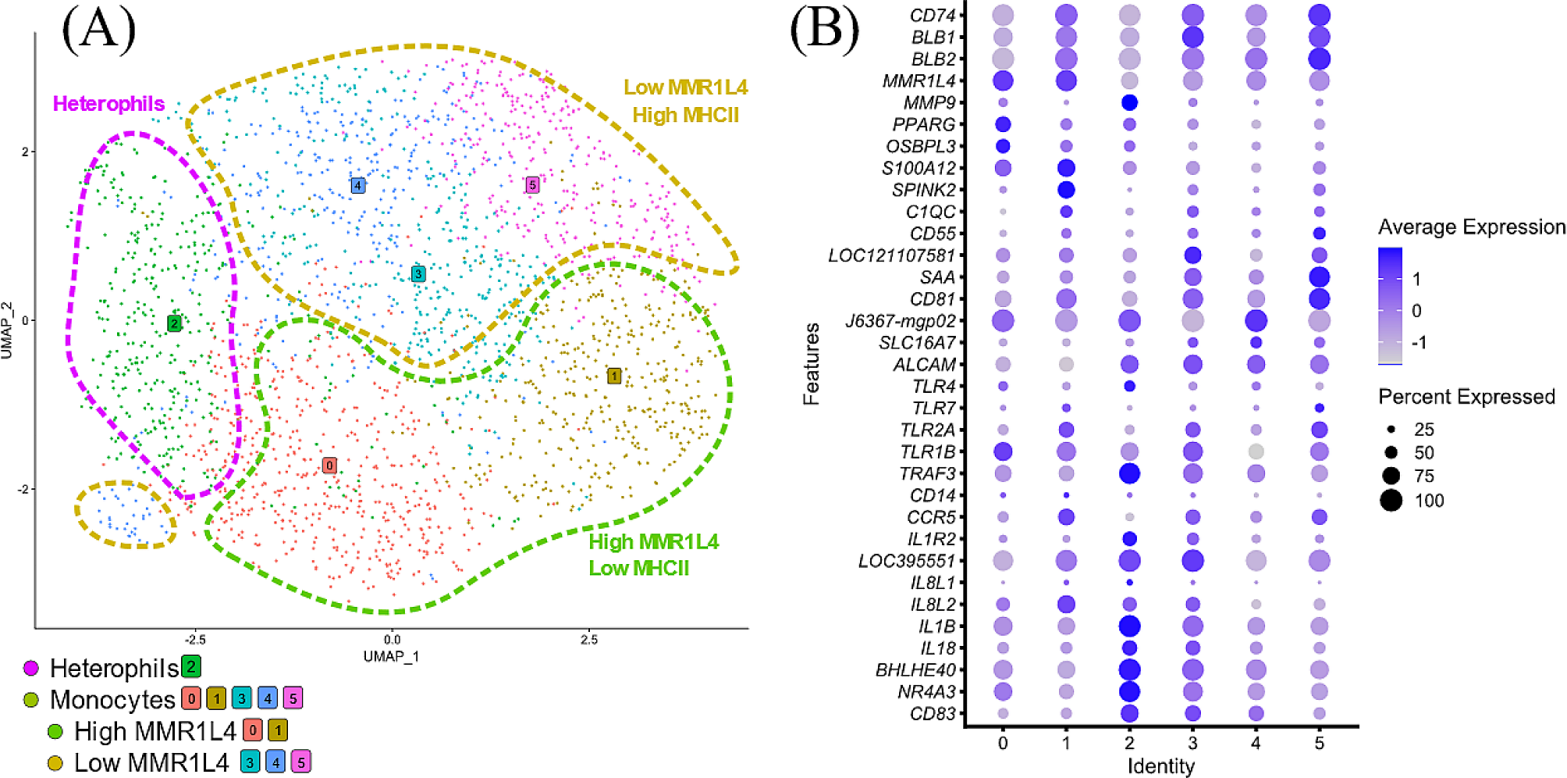
(**A**) UMAP after re-clustering of cells in initial monocyte clusters 5 and 6 (*MMR1L4* + cells) at resolution 0.8. The analysis identified six subclusters 0–6 identified by different colour cells. Subclusters identified as heterophils, low MMR1L4 high MHCII expressing and high MMR1L4 low MHCII expressing, respectively are indicated. (**B**) Dot plot of expression of a selection of monocyte and heterophil associated genes in the indicated subclusters. The radius of the dot corresponds to percentage of cells in each cluster expressing the gene, and colour intensity corresponds to scaled expression values. Expression values are scaled within the plot. *LOC121107581* – S100-A4-like, *J6367-MGP02*– CYTB, *LOC395551*– CCL4

### B-cell clusters

B-cells (clusters 2, 10, 18, 19, 20, 21 and 26; Fig. 4) were primarily identified by the expression of the chicken specific B-cell marker Bu-1, *LOC396098*, as well as B-cell master regulator transcription factor *PAX5* (Table 1; Fig. 2). 

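Bu-1 (LOC396098), on chromosome 1 from 92103259 to 92114641, overlaps ZFP92 in the annotation, so its values are uncertain where reads fell in the shared part. It was 6.49 ± 0.735 per 10000 in B-like cells (SD, n = 3 libraries) and 0.0281 ± 0.00691 in γ/δ T-like cells. PAX5, on chromosome Z from 85810944 to 85926014, was 23.4 ± 1.19 in B-like and 0.0298 ± 0.0222 in γ/δ T-like cells. Apart from SOX5 B-like cells, the highest levels elsewhere were in proliferating-like cells, 0.978 ± 0.691 for LOC396098, and in red blood cell-like cells, 0.836 ± 1.08 for PAX5. The B-like cells formed 2 clusters of 1135 and 962 cells beside the SOX5 B-like cluster.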

Clusters 2, 10, 18, 20, 21 and 26 formed a distinct group of clusters while cluster 19 was positioned on its own (Fig. 4A). Differential expression of a selection of B-cell associated genes and other immune genes was analysed for the B-cell clusters (Fig. 4C). This showed that all these clusters had a high expression of other typical B-cell associated genes such as the B-cell receptor genes CD79A (*LOC121108878*) and *CD79B*, immunoglobulin light chain, *IGLL1*, and IgA, *VH26L1*, B-cell transcription factors *EBF1* and *TCF4*, and MHCII genes *BLB1*, *BLB2* and *CD74*. 

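The levels per 10000 in B-like cells (SD, n = 3 libraries) were 14.9 ± 0.827 for LOC121108878, 3.88 ± 0.297 for CD79B, 14.5 ± 1.41 for IGLL1, 18.7 ± 1.79 for VH26L1, 54.0 ± 2.13 for EBF1 and 6.19 ± 0.793 for TCF4. In α/β T-like cells these genes were between 0.0562 and 0.336. BLB1 was 11.6 ± 1.24 in B-like and 10.1 ± 3.57 in monocyte-like cells, and CD74 29.6 ± 2.47 and 41.9 ± 18.4. LOC121108878, which the paper gives as CD79A, has no placed chromosome in the annotation, and IGLL1, CD79B and VH26L1 each overlap other annotated genes.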

The expression pattern of the selected genes was similar between these clusters except for cluster 19 and cluster 10. 

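SOX5 lies on chromosome 1 of GRCg7b from 65588747 to 66230345 and was 118 ± 13.1 against 0.534 ± 0.102 (log2 fold change 7.55, standard error 0.19, limma adjusted p = 1.30e-08, higher in 3 of 3 libraries) per 10000 in SOX5 B-like against other B-like cells (SD, n = 3 libraries). SOX5 is among the markers that named the cluster. Between these groups 1067 of 9976 genes were past limma's threshold, 519 higher and 548 lower in SOX5 B-like cells, of which 68 were listed at 0 in all 3 of their libraries. The count was 388 without library 1, 585 without library 2 and 130 without library 3. Among the alternatives the count was lowest without library 3, and the largest count was 2388, with libraries 3 and 4 counted as 2 replicates. Beside SOX5, the genes with the largest rise were LOC121111415, listed at 0 in the other B-like cells, and FGF12, GRID1 and KCNK13, with log2 fold changes of 5.41 to 5.99. Those with the largest fall were THEMIS, listed at 0 in SOX5 B-like cells, ITGA4, FOXO1, SDK1 and TRPS1, from -4.63 to -4.33 without THEMIS. Without library 3, ITGA4 at -4.76 and TRPS1 at -4.30 were no longer past the threshold.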

Of the latter two, cells in cluster 19 showed a high expression of *SOX5*, which was unique among the B-cell clusters. In addition, cells in cluster 19 showed the highest expression of Bu-1, *EVI2A*, *IRAG2*, *BHLHE41*, *PTPRJ*, *MAML3* and *BANK1* among the B-cell clusters. In contrast, cells in cluster 10 showed the highest expression of B-cell receptor genes *CD79A* and *CD79B*, *IGLL1*, MHCII genes, *CXCR4*, BAFF (*TNFSF13B*), BAFF-receptor (*TNFRSF13C*) and *HMGB1* among the B-cell clusters. 

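In SOX5 B-like against other B-like cells (SD, n = 3 libraries), LOC396098 was 13.5 ± 1.59 against 6.49 ± 0.735 (log2 fold change 1.05, standard error 0.17, limma adjusted p = 0.00357, higher in 3 of 3 libraries) per 10000, EVI2A 9.63 ± 1.65 against 4.68 ± 1.44 (log2 fold change 1.06, standard error 0.25, limma adjusted p = 0.0223, higher in 3 of 3 libraries) and BANK1 9.29 ± 1.83 against 2.93 ± 0.634 (log2 fold change 1.63, standard error 0.22, limma adjusted p = 9.91e-04, higher in 3 of 3 libraries). PTPRJ was 13.7 ± 0.659 against 4.72 ± 0.439, IRAG2 10.8 ± 3.54 against 1.64 ± 0.861, MAML3 9.63 ± 1.17 against 0.492 ± 0.105 and BHLHE41 10.6 ± 1.38 against 4.88 ± 0.847, but these 4 genes helped to name the cluster. LOC396098 was no longer past the threshold without library 1 (log2 fold change 1.05) or library 3 (1.05), and BHLHE41 likewise without library 1 (1.02) or library 3 (1.13). EVI2A was not without library 1 (1.07), library 2 (0.77) or library 3 (1.34), and IRAG2 (2.74) and BANK1 (1.75) were not without library 3. EVI2A overlaps NF1 in the annotation, so its values are uncertain. PAX5 was 19.9 ± 1.58 against 23.4 ± 1.18 and did not differ between the groups by more than limma's threshold (log2 fold change -0.23, standard error 0.16, limma adjusted p = 0.430, lower in 3 of 3 libraries).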

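The B-like cluster with the highest share of ribosomal protein values was compared with the other B-like cluster, without SOX5 B-like cells. Of 9275 genes 862 were higher and 167 lower in it, 1029 in all. Without library 1 the count was 515, without library 3 it was 79, and with the hen as a block it was 1953. Levels are per 10000 (SD, n = 3 libraries). CD74 was 44.6 ± 4.74 against 15.8 ± 2.22 (log2 fold change 1.49, standard error 0.13, limma adjusted p = 2.57e-06, higher in 3 of 3 libraries), IGLL1 23.2 ± 4.93 against 6.53 ± 1.63 (log2 fold change 1.82, standard error 0.17, limma adjusted p = 5.82e-06, higher in 3 of 3 libraries) and BLB1 16.0 ± 1.76 against 7.51 ± 1.16 (log2 fold change 1.08, standard error 0.14, limma adjusted p = 1.02e-04, higher in 3 of 3 libraries). LOC121108878, CD79B, BLB2 and HMGB1 had log2 fold changes of 0.63, 0.75, 0.89 and 0.77, each higher in 3 of 3 libraries and past the threshold, but not without library 3 (0.54, 0.74, 0.77 and 0.72). TNFRSF13C (log2 fold change 0.66, standard error 0.21, limma adjusted p = 0.0448, higher in 3 of 3 libraries) was not past it without library 1 (0.62) or library 3 (0.64). CXCR4 and TNFSF13B, with log2 fold changes of 0.49 and 0.32, were not past the threshold, and CXCR4 passed it with the hen as a block and without library 2 (log2 fold change 0.61). LOC121108878, IGLL1, BLB1 and BLB2 had log2 fold changes under 0 where the libraries were merged without integration. SOX5 B-like cells had less CXCR4 (log2 fold change -2.95, standard error 0.38, limma adjusted p = 8.05e-04, lower in 3 of 3 libraries) and TNFRSF13C (log2 fold change -2.57, standard error 0.47, limma adjusted p = 0.00592, lower in 3 of 3 libraries) than the other B-like cells taken together, but neither was past the threshold without library 3 (-2.95 and -2.69), nor TNFRSF13C without library 1 (-2.90).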

Cells in cluster 10 also showed a high expression of different ribosomal proteins and the top enriched GO- and KEGG-terms (Lists at GEO; GSE224329) for this cluster involve ribosomes but also GO-terms concerning MHC and antigen processing and presentation on MHCII were identified for this cluster. 

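Ribosomal protein genes took a median of 6.93% of the values per cell in this B-like cluster and 2.19% in the other B-like cluster. Its cells had a median of 1251 genes, against 959, and 8.23% mitochondrial values, against 11.9%. The cluster was chosen by this share, so the ribosomal protein genes themselves are not results. Outside them, the genes with the largest rise in it were JCHAIN, TPT1, POLR2L, EEF1B2 and NME2, with log2 fold changes of 1.87 to 2.34. JCHAIN was not past limma's threshold without library 1 (1.81) or library 3 (1.80). Its direction reversed where the libraries were merged without integration. The median log2 fold change of all tested genes was 0.14, so that genes are higher or lower relative to this shift.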

For clusters 2, 18, 19, 20, 21 and 26 different B-cell and immunoglobulin associated terms as well as C-type lectin receptor signalling pathway were among the highest enriched GO- and KEGG-terms (List at GEO; GSE224329). For cluster 19, Negative regulation of response to oxidative stress (GO:1,902,883) was also enriched.

**Fig. 4:**
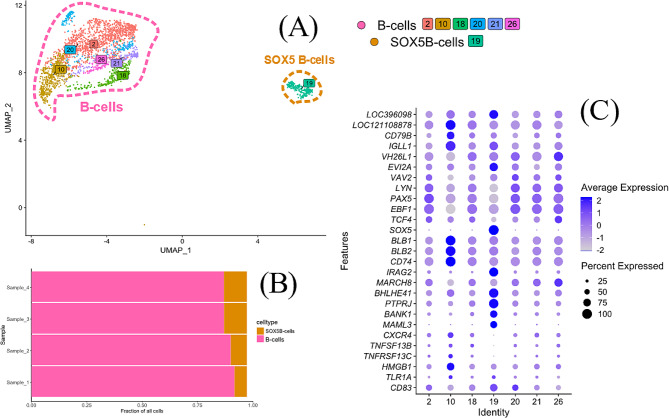
(**A**) UMAP for B-cells (*LOC396098*+, i.e., Bu-1+) with putative cell types established based on the differential expression of Bu-1 within the data. (**B**) Fractions of B-cell types for cell preparations from the individual hens. (**C**) Dot plot of expression of a selection of B-cell associated genes in the B-cell clusters. The radius of the dot corresponds to percentage of cells in each cluster expressing the gene, and colour intensity corresponds to scaled expression values. Expression values are scaled within the plot. *LOC121108878* - CD79A, *LOC395551*– CCL4

### T-cell clusters

Clusters 0, 1, 3, 4, 7, 8, 11–16, 23, 24, 25, 29, and 30 (Fig. 5) were annotated as T-cells based on their expression of T-cell marker genes *CD247*, *CD3E*, *CD3D*, *TARP*, *CD4*, *CD8A* and *CD8BP* (Table 1; Fig. 2). These clusters (Fig. 5A) were analysed for differential expression of a selection of T-cell associated genes and other immune genes (Fig. 5C). 

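CD247 was between 9.59 per 10000 in cytolytic-like and 20.5 in CD8 T-like cells over the T-like groups, and 0.408 ± 0.0976 in B-like and 0.0962 ± 0.0751 in monocyte-like cells (SD, n = 3 libraries). Red blood cell-like cells had 6.94 ± 2.33. CD3E was 3.30 ± 0.588 in α/β T-like and 3.82 ± 0.676 in γ/δ T-like cells, and CD3D was 4.16 ± 0.370 and 5.19 ± 0.899. In B-like cells CD3E was 0.143 ± 0.0282 and CD3D 0.883 ± 0.157. CD3E overlaps MPZL2 in the annotation, and TARP spans gene segments of the T-cell receptor γ locus from 49010712 to 49099826 on chromosome 2, so reads of neighbouring segments may be counted on it.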

Cells in cluster 4 were then, based on expression of genes associated with cytolytic functions, *GNLY*, *FASLG*, *GZMA* and *GZMM*, attributed cytolytic capacity and this cluster is presented separately in the section below. 

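The cytolytic-like cells formed 2 clusters of 700 and 143 cells in the present clustering. FASLG was 8.71 ± 1.22 per 10000 in the larger and 7.82 ± 1.12 in the smaller cluster (SD, n = 3 libraries), and 0.0509 ± 0.00800 in α/β T-like cells. GNLY was 29.0 ± 6.92 and 93.8 ± 33.3 in the 2 clusters. Both genes are among the markers that named these clusters.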

The remaining T-cell clusters were assigned as containing mainly: TCRγ/δ + T-cells: 1, 0, 23, 25 and 29; CD4 + cells: 3, 8, 11, 12, 13, 14, 15, 16, 24 and 30 and CD8αβ+ cells: 7.

**Fig. 5:**
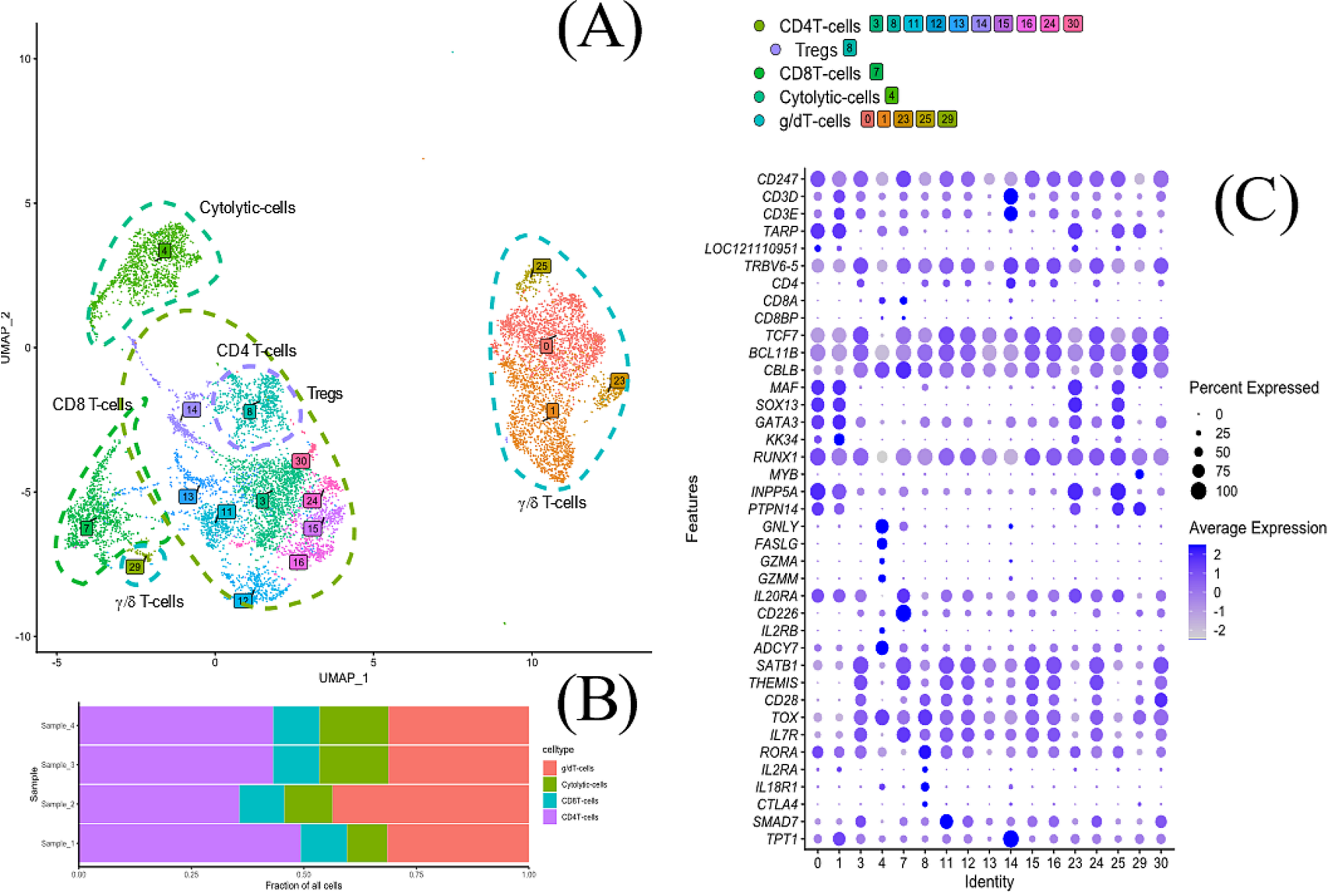
(**A**) UMAP for a subset of data corresponding to T-cells with putative T-cell types annotated based on the differential expression within the subcluster. (**B**) Fractions of T-cell types for cell preparations from the individual hens. (**C**) Dot plot of expression of a selection of T-cell associated genes in the T-cell clusters. The radius of the dot corresponds to percentage of cells in each cluster expressing the gene, and colour intensity corresponds to scaled expression values. Expression values are scaled within the plot. *LOC121110951* - TCR δ-chain

#### TCRγ/δ + T-cells

Cluster 1, 0, 23 and 25 formed a distinct group of clusters while cluster 29 grouped together with cluster 7, i.e., CD8αβ+ cells (Fig. 5A). 

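In γ/δ T-like against α/β T-like cells TARP was 16.9 ± 2.09 against 1.69 ± 0.369 (log2 fold change 3.26, standard error 0.16, limma adjusted p = 1.04e-08, higher in 3 of 3 libraries) and the TCR δ-chain gene LOC121110951 was 5.09 ± 0.987 against 0.0201 ± 0.0142 (log2 fold change 5.42, standard error 0.16, limma adjusted p = 8.71e-11, higher in 3 of 3 libraries) per 10000 (SD, n = 3 libraries). Both are among the markers that named the γ/δ T-like clusters. LOC121110951 UMIs were seen in 32.1% of γ/δ T-like cells (median value total 2408) and 0.239% of α/β T-like cells, and TARP UMIs in 88.7% and 16.5%. The γ/δ T-like cells formed a cluster of 1936 cells and a cluster of 508 cells. Outside them TARP was 13.0 ± 1.85 in the unnamed cluster 18, 9.03 ± 1.34 in the smaller cytolytic-like cluster and 6.16 ± 1.08 in the CD8 T-like cluster.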

Cells in clusters 1, 0, 23 and 25 were identified by high expression of *TARP* and also showed expression of the TCR δ-chain (*LOC121110951*; Fig. 5B). 

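Between γ/δ T-like and α/β T-like cells 2031 of 9382 genes were past limma's threshold, 962 higher and 1069 lower in γ/δ T-like cells. The count was 1128 without library 1 and 971 without library 3, and 3258 with the hen as a block. It was largest, 3655, with libraries 3 and 4 counted as 2 replicates. MAF was 15.4 ± 1.00 against 1.01 ± 0.0540 (log2 fold change 3.8, standard error 0.12, limma adjusted p = 1.29e-10, higher in 3 of 3 libraries), GATA3 11.5 ± 0.604 against 3.64 ± 0.231 (log2 fold change 1.63, standard error 0.12, limma adjusted p = 4.38e-07, higher in 3 of 3 libraries) and INPP5A 22.0 ± 2.69 against 3.59 ± 0.0894 (log2 fold change 2.57, standard error 0.13, limma adjusted p = 1.04e-08, higher in 3 of 3 libraries) per 10000 (SD, n = 3 libraries). SOX13 and KK34 had log2 fold changes of 5.67 and 4.88, but they are among the markers that named the clusters. Among the genes with the largest rise outside the markers were KCNQ1 and SPAG16, with log2 fold changes of 7.36 and 5.48, and those with the largest fall were THEMIS, CD226, NRP1 and PRKCH, with -6.34 to -4.62. CD226 is among the markers that named the CD8 T-like cluster, a part of the α/β T-like cells.

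**Figure D3:**
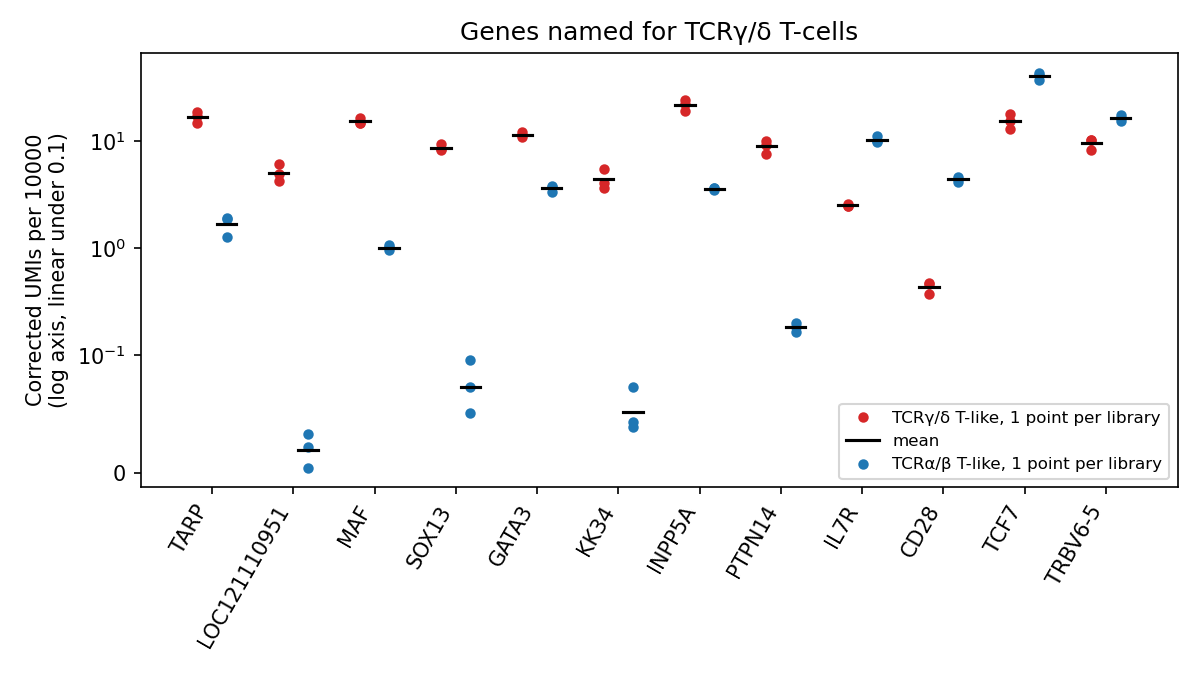
Expression per 10000 of 12 genes in γ/δ T-like and α/β T-like cells, on an axis that is linear under 0.1 and logarithmic above, with a point for each library. MAF and SOX13 are higher in the γ/δ T-like cells than in the α/β T-like cells.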

Among the selection of T-cell associated and other immune genes, cells in these clusters also shared a high expression of *MAF*, *SOX13*, *GATA3*, *KK34* and *INPP5A* that distinguished them from the other T-cell clusters (Fig. 5C). 

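IL7R lies on chromosome Z from 11442771 to 11458044. It was 2.51 ± 0.0495 against 10.4 ± 0.780 (log2 fold change -2.01, standard error 0.12, limma adjusted p = 4.61e-08, lower in 3 of 3 libraries) per 10000 in γ/δ T-like against α/β T-like cells (SD, n = 3 libraries). By cluster it was 2.34 ± 0.0507 and 3.08 ± 0.245 in the γ/δ T-like clusters, 9.98 ± 0.920 and 10.9 ± 0.353 in the larger CD4 T-like clusters and 12.4 ± 2.61 in the CD8 T-like cluster. The unnamed cluster 18, which had TARP UMIs in 74.6% of its cells, had 5.14 ± 1.34. IL7R is among the markers that named the CD4 T-like clusters, which are part of the α/β T-like cells.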

Cells in all TCRγ/δ+ T-cell clusters also showed a low expression of *IL7R* compared to cells in CD4 + and CD8αβ+ T-cell clusters. 

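The unnamed cluster 18, of 56 cells, was compared with the γ/δ T-like cells after the data were seen. TARP was 13.0 ± 1.85 against 16.9 ± 2.09 (log2 fold change -0.38, standard error 0.16, limma adjusted p = 0.202, lower in 3 of 3 libraries) and PTPN14 13.7 ± 1.93 against 8.96 ± 1.31 (log2 fold change 0.61, standard error 0.17, limma adjusted p = 0.0556, higher in 3 of 3 libraries) per 10000 (SD, n = 3 libraries), neither past limma's threshold. PTPN14 was at most 0.610 ± 0.0538 in the named α/β T-like clusters, in the CD8 T-like cluster. Of 9737 genes 2123 were past the threshold, 211 higher and 1912 lower in cluster 18, of which 1642 were listed at 0 in its 3 libraries. A cluster of 56 cells lists many genes at 0 by its size alone, and the median log2 fold change of all genes was -0.45. With quantile normalisation, chosen after the data were seen, the count was 275, and the share of genes past the threshold that were higher moved from 9.94% to 38.2%.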

Apart from a high expression of *TARP* cells in cluster 29 showed a different expression pattern compared to the other TCRγ/δ + T-cell clusters but shared the expression of *PTPN14* with these, which was distinct from other T-cell clusters. 

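MYB, on chromosome 3 from 55375432 to 55401161, was 7.72 ± 1.67 against 0.0432 ± 0.0333 (log2 fold change 5.77, standard error 0.31, limma adjusted p = 0.00120, higher in 3 of 3 libraries) per 10000 in cluster 18 against γ/δ T-like cells (SD, n = 3 libraries). BCL11B was 50.3 ± 6.56 against 29.7 ± 3.69 (log2 fold change 0.76, standard error 0.15, limma adjusted p = 0.0121, higher in 3 of 3 libraries) and CBLB 45.1 ± 9.13 against 5.44 ± 1.46 (log2 fold change 3.04, standard error 0.24, limma adjusted p = 0.00432, higher in 3 of 3 libraries). BCL11B was no longer past the threshold without library 1 (log2 fold change 0.62) or library 3 (0.68). Among the T-like clusters BCL11B was next highest in the larger CD4 T-like clusters, at 42.3 ± 9.79 and 40.9 ± 6.23, and CBLB was 41.7 ± 6.67 in the CD8 T-like cluster.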

Cells in cluster 29 also showed a distinct expression of *MYB* and a high expression of *BCL11B* compared to other T-cell clusters and high expression of *CBLB* similar to that observed for cluster 7. For cluster 0 the top enriched GO-terms involved nucleic acid transcription, and for clusters 23 and 25 regulation of nucleic acid transcription (List at GEO; GSE224329). 

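Ribosomal protein genes took a median of 9.38% of the values per cell in the smaller γ/δ T-like cluster and 2.52% in the larger. The medians were 1300.5 and 1028 genes per cell. Between them 1288 of 9332 genes were past limma's threshold, 829 higher and 459 lower in the ribosomal cluster. The count was 203 without library 1, 193 without library 3 and 2321 with the hen as a block. It was 352 with the libraries merged without integration. The share of genes past the threshold that were higher was 64.4%, and 53.9% with quantile normalisation, so this share depends on the scaling. Outside ribosomal protein genes the largest rise was that of TPT1, JUN, CEBPD, COX7B and URM1, with log2 fold changes of 1.76 to 2.1. CEBPD was not past the threshold without library 1 (2.03) or library 3 (1.70). PTPN14 fell (log2 fold change -0.61, standard error 0.18, limma adjusted p = 0.0411, lower in 3 of 3 libraries), but not past the threshold without library 1 (-0.60) or library 3 (-0.51).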

Cells in cluster 1 showed a high expression of different ribosomal proteins (List at GEO; GSE224329) and the top enriched GO- and KEGG-terms for this cluster involve ribosomes. For cluster 29 top enriched GO-terms included those involved in T-cell activation, T cell differentiation and T-cell receptor recombination.

#### CD4 + T-cells

Clusters 3, 8, 11–16, 24 and 30 formed a group of clusters in close proximity of the group of clusters 7 (CD8αβ + cells) and 29 (TCRγ/δ + T-cells, Fig. 5A). All these clusters contained some cells that expressed *CD4*, albeit very few in cluster 13 (Fig. 5B). 

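CD4, on chromosome 1 from 77157345 to 77168880, had UMIs in 45.2% of cells of the largest CD4 T-like cluster, 23.8% of the next, 62.7% of the ribosomal CD4 T-like cluster and 40.7% of the Treg-like cluster. B-like cells, which should lack it, had 0.620% at a median value total of 2389, against 2497 in CD4 T-like cells. CD4 was 2.48 ± 0.174 and 1.83 ± 0.196 per 10000 in the larger clusters (SD, n = 3 libraries).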

With respect to expression of the selected T-cell associated and other immune genes the expression pattern of most of these clusters was similar (Fig. 5C). However, in cluster 8 some cells showed a high expression of *IL2RA* (CD25) and *CTLA4* and this cluster was therefore putatively identified as comprising regulatory T-cells (Treg). 

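IL2RA, CTLA4 and IL18R1 are among the markers that named the Treg-like cluster. In Treg-like against other CD4 T-like cells IL2RA was 4.57 ± 0.224 against 0.130 ± 0.0663 per 10000 (SD, n = 3 libraries) and CTLA4 1.73 ± 0.193 against 0.287 ± 0.0606. IL2RA UMIs were seen in 27.4% of Treg-like cells (median value total 2560) and 1.35% of other CD4 T-like cells. Between these groups 372 of 9404 genes were past limma's threshold, 205 higher and 167 lower in Treg-like cells, and the count was 111 without library 1, 100 without library 3 and 705 with the hen as a block. Among the alternatives it was lowest, 70, where the groups were set by the first 3 markers alone, and highest, 968, with libraries 3 and 4 counted as 2 replicates. Besides markers, MAF was 3.46 ± 0.429 against 0.832 ± 0.139 (log2 fold change 1.94, standard error 0.17, limma adjusted p = 8.94e-05, higher in 3 of 3 libraries), and DGKI, MICAL2 and LOC121106732 rose most, with log2 fold changes of 3.56 to 4.16. IL2RA was 12.5 ± 2.02 (n = 2 libraries) in the unnamed cluster 19 of 56 cells.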

Distinctive for cluster 8 was also some cells with high expression of *IL18R1* and the relatively highest expression of *RORA* compared to other T-cell clusters. 

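RORA, on chromosome 10 from 4676286 to 5064573, was 12.3 ± 1.10 against 8.96 ± 0.656 (log2 fold change 0.45, standard error 0.13, limma adjusted p = 0.102, higher in 3 of 3 libraries) per 10000 in Treg-like against other CD4 T-like cells (SD, n = 3 libraries), not past limma's threshold, but past it with the hen as a block. It was 12.3 ± 0.990 in the larger γ/δ T-like cluster, 12.3 ± 1.06 in the Treg-like cluster and 42.5 ± 6.12 in cluster 19 (n = 2 libraries). In γ/δ T-like against α/β T-like cells RORA had a log2 fold change 0.54, standard error 0.13, limma adjusted p = 0.00976, higher in 3 of 3 libraries, and it was not past the threshold without library 1 (log2 fold change 0.62) or library 3 (0.56).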

For clusters 3, 8, 11, 12, 13, 15, 16, 24 and 30, GO- and KEGG-terms concerning different aspects of T-cells such as T cell activation, CD4-positive, alpha-beta T cell activation and T cell receptor signalling pathway were among the top enriched (List at GEO; GSE224329). 

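The ribosomal CD4 T-like cluster held 177 cells, of which library 2 gave 7, so its levels are over n = 2 libraries and the main analysis fitted no comparison. CD3D was 14.5 ± 2.70 per 10000 there, 10.6 ± 2.06 in the ribosomal γ/δ T-like cluster and 4.92 ± 1.19 in the CD8 T-like cluster (SD). CD3E was 7.65 ± 0.335 and 6.66 ± 1.02 in the 2 ribosomal clusters, and CD4 was 3.91 ± 0.241 in the ribosomal CD4 T-like cluster. CD8A UMIs were seen in 16.4% and GNLY was at 5.02 ± 3.30 per 10000. CD3E overlaps MPZL2 in the annotation.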

Cells in cluster 14 showed the relatively highest expression of *CD3D*, *CD3E* and *CD4* and had a distinctive high expression of *TPT1* among the T-cell clusters, and also comprised some cells expressing *CD8A*, *CD8BP* and *GNLY*. Cells in this cluster showed a high expression of different ribosomal proteins (List at GEO; GSE224329) and the top enriched GO- and KEGG-terms involve ribosomes.

#### CD8αβ + T-cells

Cluster 7 grouped with cluster 29 (Fig. 5A) and contained cells with high expression of CD8A and CD8BP (Fig. 5C) and was therefore identified as comprising CD4-CD8αβ+ T-cells Among the selected T-cell associated and other immune genes, cells in cluster 7 showed a distinct high expression of *CD226*. 

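The CD8 T-like cluster was compared with CD4 T-like cells. CD226 was 27.2 ± 6.97 against 3.73 ± 1.41 (log2 fold change 2.86, standard error 0.23, limma adjusted p = 2.05e-06, higher in 3 of 3 libraries) per 10000 (SD, n = 3 libraries), but CD8A, CD8BP and CD226 are among the markers that named the cluster. CD8A was 2.14 ± 0.206 against 0.278 ± 0.149 and CD8BP 0.771 ± 0.0537 against 0.00622 ± 0.00583. CD4 fell (log2 fold change -4.08, standard error 0.19, limma adjusted p = 3.86e-08, lower in 3 of 3 libraries), but CD4 is among the markers that named the CD4 T-like cells. Of 9442 genes 680 were past limma's threshold, 345 higher and 335 lower in CD8 T-like cells, and 313 without library 1 or 257 without library 3. Among the alternatives the count was lowest with the groups set by the first 3 markers, 243, and highest with libraries 3 and 4 counted as 2 replicates, 1696. THSD7A, GPR34 and EML1 rose, with log2 fold changes of 3.81 to 4.08. BCL11B was -0.50 and was not past the threshold without library 1 (-0.49), 2 (-0.42) or 3 (-0.58).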

The top enriched GO- and KEGG-terms for this cluster involved immune response activation and signalling, T-cell receptor signalling and T-cell receptor recombination (List at GEO; GSE224329).

### Cytolytic cell cluster and sub-cluster analysis

Cluster 4 was positioned on its own in proximity to the CD4+ and CD8αβ+ T-cells (Fig. 5A). 

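Cytolytic-like cells were compared with the other T-like cells. Of 9545 genes 2428 were past limma's threshold, 794 higher and 1634 lower in cytolytic-like cells, and 1409 without library 1 or 1092 without library 3. The count was largest, 3831, with libraries 3 and 4 counted as 2 replicates. GNLY, FASLG, GZMA and GZMM are among the markers that named the clusters. GNLY was 42.2 ± 15.5 against 1.48 ± 0.342 per 10000, GZMA 2.63 ± 1.08 against 0.0228 ± 0.0312 and GZMM 3.81 ± 1.44 against 0.152 ± 0.0274 (SD, n = 3 libraries). GZMA and GZMK overlap in the annotation, so their values are uncertain. Outside the markers ZEB2, HIC2, LOC112532525 and GAB3 rose most, with log2 fold changes of 5.49 to 6.98, and ERC2, NDST4, KCNQ1 and ZNF521 fell most, with -6.29 to -5.74. The share of genes past the threshold that were higher was 32.7%, and 50.1% with quantile normalisation.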

Cells in cluster 4 were judged as comprising T-cells based on the expression of T-cell marker genes (Table 1; Fig. 2) and also showed a high expression of genes associated with cytolytic functions, *GNLY*, *FASLG*, *GZMA* and *GZMM* (Fig. 5C). Some cells in this cluster showed a strong expression of *CD8A* and *CD8B* but the expression of *TARP*, *TRVB6-5* (TCRβ), *CD247*, *CD3D* and *CD3E* was relatively low. Therefore, cluster 4 was annotated as cells with cytolytic capacity of probably mixed lineage and a re-cluster analysis was performed to investigate cell types within the cluster (Fig. 6). This analysis indicated three subclusters (0–2; Fig. 6A). 

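In cytolytic-like against other T-like cells TRBV6-5 was 7.97 ± 0.559 against 13.7 ± 1.55 (log2 fold change -0.77, standard error 0.13, limma adjusted p = 0.00205, lower in 3 of 3 libraries), CD3D 2.60 ± 0.778 against 4.56 ± 0.531 (log2 fold change -0.83, standard error 0.21, limma adjusted p = 0.0165, lower in 3 of 3 libraries) and CD3E 1.81 ± 0.532 against 3.52 ± 0.582 (log2 fold change -0.95, standard error 0.22, limma adjusted p = 0.00963, lower in 3 of 3 libraries) per 10000 (SD, n = 3 libraries). TRBV6-5 was not past the threshold without library 3 (log2 fold change -0.66), CD3D not without library 1 (-0.55) or library 3 (-0.82), and CD3E not without library 1 (-0.64) or library 3 (-1.05). CD247 had a log2 fold change of -0.95 and TARP of -0.26. CD8A and CD8BP had log2 fold changes of 1.95 and 1.65, each higher in 3 of 3 libraries. TRBV6-5 is among the markers that named the CD4 T-like clusters.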

Cells in sub-cluster 0 constituted approximately 50% of cells in the original cluster 4 and showed low expression of *CD3D*, *CD3E*, *TARP* and *TRBV6-5* indicating that this sub-cluster comprised low numbers of T-cells while high expression of *CD247* (CD3ζ) suggests that a majority of cells might be NK cells. 

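The 843 cytolytic-like cells were clustered again by themselves, which gave sub-clusters of 328, 307, 150 and 58 cells, numbered 0 to 3. Sub-cluster 0 was picked after the data were seen, as the only one in which CD3D, CD3E, TARP and TRBV6-5 all lay below the other sub-clusters over all cells. Over the NK markers the mean log2 fold was higher in sub-cluster 1, 0.24, than in sub-cluster 0, 0.063. Sub-cluster 0 held 38.9% of these cells and had a median of 814 genes and 16.4% mitochondrial values per cell. In it against the other sub-clusters 1 of 9208 genes was past limma's threshold, RPLP2, which was lower, and none without any 1 library, with 1196 genes at an unadjusted p under 0.05 and 101 genes past the threshold with the hen as a block. CD3D was 0.882 ± 0.302 against 3.29 ± 0.757 per 10000 (SD, n = 3 libraries). The low values of CD3D and CD3E, with log2 fold changes of -1.81 and -1.53, follow from the choice of this sub-cluster and are no separate result. CD247 had a log2 fold change of -0.13. TARP and TRBV6-5 UMIs were seen in 48.3% and 50.9% of cells of sub-cluster 0, against 1.81% and 54.8% of B-like cells, at median value totals of 2137 and 2389.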

Of the studied genes indicative of cytolytic activity, cells in sub-cluster 0 showed a high expression of *FASLG*. 

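FASLG was 7.90 ± 1.28, 9.15 ± 1.43, 8.32 ± 2.56 and 6.10 ± 2.19 per 10000 in cytolytic sub-clusters 0 to 3 (SD, n = 3 libraries), and its log2 fold change in sub-cluster 0 against the others was -0.10 (standard error 0.20, limma adjusted p = 0.826, lower in 1 of 3 libraries). FASLG and TNFSF4 overlap in the annotation.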

Cells in this sub-cluster also showed a distinct high expression of *TOX*, as well as high expression of *BCL11B* and *ADCY7*. 

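TOX was 30.4 ± 7.61 against 28.4 ± 4.85 (log2 fold change 0.083, standard error 0.20, limma adjusted p = 0.862, higher in 2 of 3 libraries) per 10000 in sub-cluster 0 against the others (SD, n = 3 libraries), and 34.1 ± 4.22 in sub-cluster 1. BCL11B and ADCY7 had log2 fold changes of 0.11 and -0.16, neither past limma's threshold.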

Cells in sub-cluster 1 showed a high expression of *CD3D*, *CD3E* and *TRBV5-6* as well as *CD8A* and *CD8BP*, indicating that this sub-cluster contained CTL. In this sub-cluster all the studied genes indicative of cytolytic activity showed significant expression and *GZMA* and *GZMM* had the highest expression and *FASLG* the lowest. 

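Cytolytic sub-cluster 2, of 150 cells, met the marker rule for CTL-like cells, whose markers are CD3D, CD3E, TRBV6-5, CD8A and CD8BP, so that higher values of these are no separate result. In it against the other sub-clusters 217 of 9502 genes were past limma's threshold, 213 higher and 4 lower. The count was 143 without library 1, 0 without library 3 and 524 with the hen as a block. At a clustering resolution of 1.2 the count was 0, but the CTL-like sub-cluster there had 9 cells in library 1. A profile needed 10 cells, so this 0 need not come from the CTL-like cells. In the main comparison the genes that rose most were RPL27A, RPL12, RPL11, RPL36A and RPS26. CD3D was 7.34 ± 1.54 against 1.51 ± 0.419 (log2 fold change 2.23, standard error 0.26, limma adjusted p = 8.44e-05, higher in 3 of 3 libraries) and CD3E 3.99 ± 1.24 against 1.29 ± 0.355 (log2 fold change 1.54, standard error 0.28, limma adjusted p = 0.00436, higher in 3 of 3 libraries) per 10000 (SD, n = 3 libraries), with log2 fold changes of 2.39 for CD3D without library 3, and of 1.31 and 1.64 for CD3E without libraries 2 and 3, no longer past the threshold. CD8BP was 1.48 and not past it without library 1, 2 or 3 (1.52, 1.23 and 1.67). TRBV6-5 had a log2 fold change of 0.24 and CD8A of 0.40, neither past the threshold. TARP had a log2 fold change of 0.58, not past it but past it with the hen as a block.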

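GNLY was 103 ± 23.3 against 28.3 ± 11.2 (log2 fold change 1.91, standard error 0.25, limma adjusted p = 2.19e-04, higher in 3 of 3 libraries), GZMA 6.96 ± 2.80 against 1.59 ± 0.515 (log2 fold change 2.03, standard error 0.30, limma adjusted p = 5.19e-04, higher in 3 of 3 libraries) and GZMM 7.17 ± 2.60 against 3.04 ± 1.12 (log2 fold change 1.21, standard error 0.29, limma adjusted p = 0.0303, higher in 3 of 3 libraries) per 10000 in this sub-cluster against the others (SD, n = 3 libraries). FASLG was 8.30 ± 2.58 against 8.59 ± 0.936. GNLY (1.98) and GZMA (2.05) were not past the threshold without library 3, nor GZMM without library 1 (1.23) or library 3 (1.2), as log2 fold changes.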

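BCL11B was 18.9 ± 2.48 per 10000 in the CTL-like sub-cluster and 19.3 ± 3.52 in the other cytolytic sub-clusters (SD, n = 3 libraries), with a log2 fold change of -0.016. CD226 had a log2 fold change of 0.010 (standard error 0.26, limma adjusted p = 0.989, higher in 2 of 3 libraries).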

Cells in sub-cluster 1 also showed high expression of *BCL11B* and some cells showed a high expression of *CD226*. 

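Cytolytic sub-cluster 3, of 58 cells, was picked after the data were seen because 4 of the 5 γ/δ markers (TARP, LOC121110951, GNLY, RUNX1 and INPP5A) lay above the other sub-clusters. Their mean log2 fold was 0.57 in it and 0.58 in sub-cluster 2. Between it and the other cytolytic sub-clusters 39 of 9522 genes were past limma's threshold, 27 higher and 12 lower, 0 without each of the 3 libraries and 205 with the hen as a block. TARP was 10.6 ± 2.84 against 6.15 ± 0.480 per 10000 (SD, n = 3 libraries), which follows from the choice of the sub-cluster. LOC121110951, the TCR δ-chain gene, was listed at 0 in this sub-cluster. TRBV6-5 was 2.00 ± 0.861 against 8.48 ± 0.753 (log2 fold change -2.12, standard error 0.32, limma adjusted p = 0.0461, lower in 3 of 3 libraries), with log2 fold changes of -1.76, -2.15 and -2.45 without library 1, 2 and 3, none past the threshold. The genes that rose most were SEMA3C, ASXL3, PLCB1 and SERPINI1, with log2 fold changes of 3.23 to 4.26.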

Cells in sub-cluster 2 expressed high levels of *TARP*, indicating that it contained TCRγ/δ + T-cells. 

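GNLY was 21.6 ± 11.7, 21.6 ± 5.41, 103 ± 23.4 and 94.1 ± 23.6 per 10000 in cytolytic sub-clusters 0 to 3 (SD, n = 3 libraries), so its mean was highest in sub-cluster 2. GZMA and GZMM were 3.05 ± 2.24 and 2.26 ± 1.35 in sub-cluster 3. GNLY in sub-cluster 3 against the others had a log2 fold change of 1.36 and passed the threshold with the hen as a block. GNLY is among the markers by which that sub-cluster was picked.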

Of the genes indicative of cytolytic activity, *GNLY* showed the highest expression in this sub-cluster. Cells in this sub-cluster also showed a high expression of *CBLB*, *RUNX1*, *INPP5A*, *IL2RB*, *ADCY7* and *SATB1*. 

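In cytolytic sub-cluster 3 against the others IL2RB was 6.26 ± 1.33 against 1.95 ± 0.513 (log2 fold change 1.64, standard error 0.26, limma adjusted p = 0.0473, higher in 3 of 3 libraries) per 10000 (SD, n = 3 libraries), with log2 fold changes of 1.50, 2.01 and 1.41 without library 1, 2 and 3, none past the threshold. CBLB, RUNX1, ADCY7, INPP5A and SATB1 had log2 fold changes of 0.29, 0.19, 0.12, 0.85 and 0.90. SATB1 and INPP5A were not past the threshold but passed it with the hen as a block. RUNX1 and INPP5A are among the markers by which the sub-cluster was picked.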

For cluster 4 as well as sub-clusters 0–2, top enriched GO- and KEGG-terms involved activation of leukocytes and different lymphocyte malignancies (Lists at GEO; GSE224329).

**Fig. 6:**
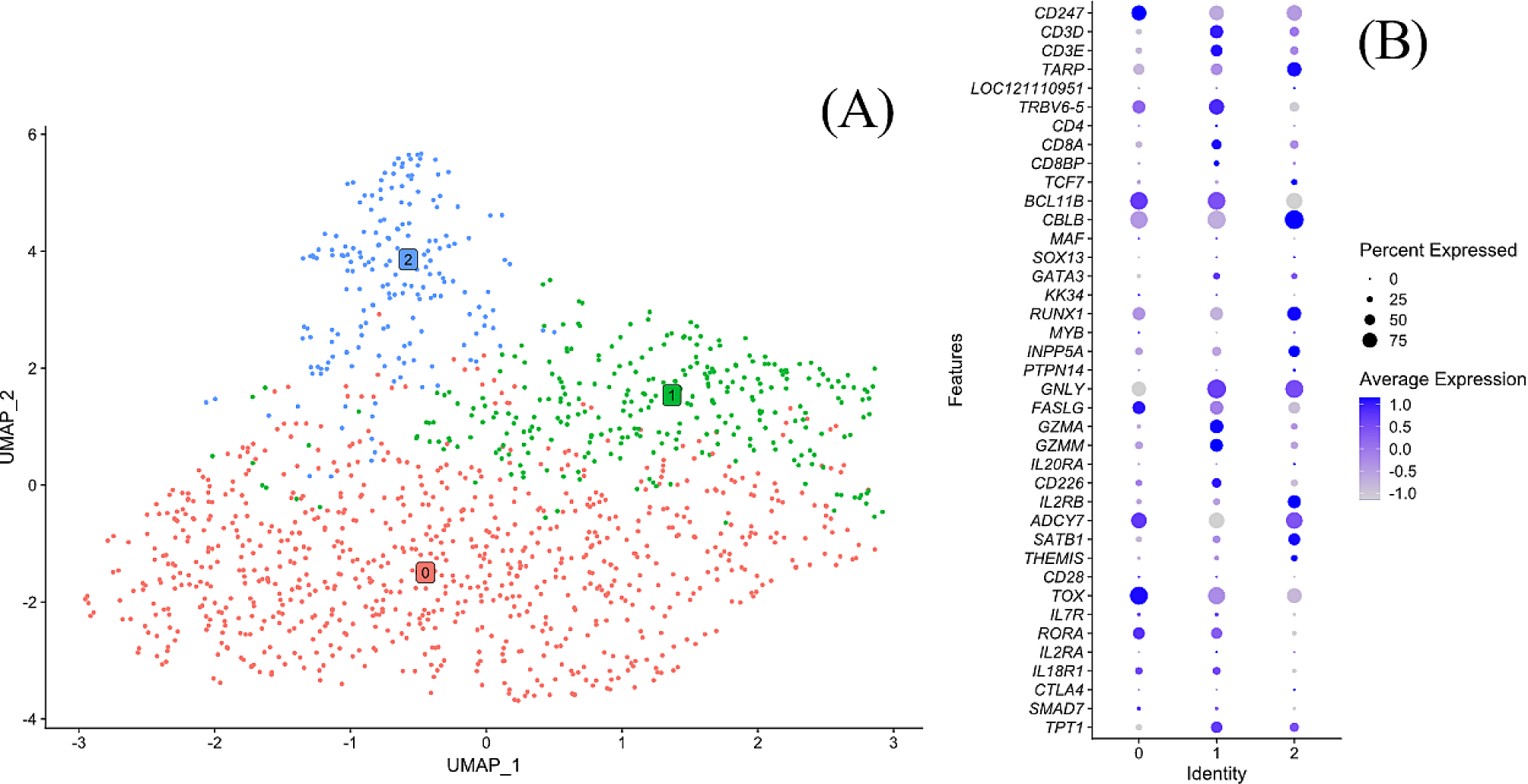
(**A**) UMAP after re-clustering cells of cytolytic cells in initial cluster 4 with putative cell types annotated based on the differential expression within the subcluster. The analysis identified three subclusters 0–2 identified by different colour cells. (**B**) Dot plot of expression of a selection of T-cell associated genes in the cytolytic subclusters. The radius of the dot corresponds to percentage of cells in each cluster expressing the gene, and colour intensity corresponds to scaled expression values. Expression values are scaled within the plot. *LOC121110951* - TCR δ-chain

### Proliferating cell cluster

Cluster 22 likely consisted of proliferating cells as indicated by their high expression of proliferation-associated genes e.g., *MKI67*, *PPIA* and *YBX1* (Table 1) and many ribosomal proteins (List at GEO; GSE224329). 

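Proliferating-like cells were compared with all other cells. MKI67, PPIA, YBX1, TOP2A, PCNA and STMN1 are the markers that named the cluster. MKI67 was 9.73 ± 5.40 against 0.0407 ± 0.0158 per 10000, PPIA 24.6 ± 9.37 against 2.20 ± 0.115 and YBX1 18.5 ± 5.47 against 2.48 ± 0.139 (SD, n = 3 libraries). Of 10547 genes 3512 were past limma's threshold, 1164 higher and 2348 lower, of which 776 were listed at 0 in the proliferating-like cells. The count was 2086 without library 1 and 2213 without library 2, and 1346 with the groups set by the first 3 markers, the alternative that moved it most. The median log2 fold change of all genes was -0.35, and the share of genes past the threshold that were higher was 33.1%, and 48.5% with quantile normalisation. Outside the markers SMC2, DIAPH3 and JCHAIN rose most, with log2 fold changes of 5.15 to 5.67.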

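The 131 proliferating-like cells were clustered again by themselves and formed 2 sub-clusters, 0 with 73 cells and 1 with 58. Sub-cluster 0 met the marker rule for cytolytic-like cells and sub-cluster 1 for plasmablast-like cells. At a resolution of 1.2 there were 4 sub-clusters.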

Some cells assigned to cluster 22 formed clusters of cells within groups belonging to three other primary cell types: cytolytic cells in cluster 4, monocytes in cluster 5 and 6, and B-cells in mainly cluster 10, while some cluster 22 cells form a distinct cluster not embedded in another cell population (Additional file 3 A). When re-clustered, these cells again form four clusters (0–3; Additional file 3B). Of these sub-clusters, cells in sub-cluster 0 remained fairly anonymous with the top expressed genes being involved in e.g., proliferation, mitosis and DNA transcription (List at GEO; GSE224329). However, due to this sub-cluster’s closeness to sub-clusters 2 and 3 and some expression of *CD4* and *CD28*, we suggest these cells were lymphocytes. 

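Proliferating sub-cluster 0 contained 108 ± 14.3 GNLY, 8.51 ± 2.1 GZMA, 3.68 ± 1.59 FASLG, 7.40 ± 0.144 TARP, 5.88 ± 3.65 SH2D1A and 19.2 ± 2.54 CBLB per 10000 (SD, n = 2 libraries with at least 10 of its cells). Sub-cluster 1 had 54.9 ± 72.4 GNLY over n = 3 libraries, in which the libraries differed widely.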

For cells in sub-cluster 2 the top-10 expressed genes included *GNLY*, *GZMA*, *FASLG*, *CBLB*, *TARP* and *SH2D1A*, and several other cytolytic and CD3 genes as well as *CD8A* were also highly expressed, which indicated that this sub-cluster contained cytolytic cells including cytolytic TCRγ/δ + T-cells. For cells in sub-cluster 3 the top-10 expressed genes included *VH26L1* (IgA), *IGLL1*, *JCHAIN, MZB1*, and *PDIA4*, and several other typical B-cell genes were highly expressed, which indicated that this subcluster contained B-cells including, based on the expression of *JCHAIN*, plasma blasts. 

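Proliferating sub-cluster 1 contained 18.5 ± 17.2 JCHAIN, 4.61 ± 3.35 MZB1, 159.5 ± 182 IGLL1, 15.2 ± 15.8 VH26L1 and 3.15 ± 1.95 PDIA4 per 10000 (SD, n = 3 libraries). JCHAIN UMIs were seen in 24.1% of its cells and 1.37% of the cells of sub-cluster 0.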

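MMR1L4, LY86 and CSF3R were listed at 0 in proliferating sub-cluster 0 and were 0.116 ± 0.201, 0.174 ± 0.301 and 0.290 ± 0.502 per 10000 in sub-cluster 1 (SD, n = 3 libraries). Sub-cluster 1 had 5.17 ± 1.39 CD74, 3.53 ± 2.19 BLB2 and 4.39 ± 2.03 IFI30. Neither sub-cluster met the marker rule for monocytes.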

For cells in sub-cluster 1 the top-10 expressed genes included *IFI30*, *CD74*, *BLB2*, *LY86* and *CSF3R*, and several other genes associated with antigen presentation and myeloid cells including *MMR1L4* were highly expressed, which indicates that this sub-cluster comprised antigen presenting myeloid cells.

Enriched GO- and KEGG terms for cluster 22 included terms that are ribosome, cytoskeleton, and translation associated (List at GEO; GSE224329). Therefore, this cluster is likely a mixture of cells from different major cell groups that were actively proliferating.

### Putative eosinophil cluster

Cluster 17 was distinct from other groups (Fig. 1A) and cells in this cluster lacked strong expression of any of the general marker genes used for identification (Fig. 2). 

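Eosinophil-like cells had a median value total of 1991 and were compared with all other cells. Of 10250 genes 4696 were past limma's threshold, 973 higher and 3723 lower, of which 1628 were listed at 0 in eosinophil-like cells. The median log2 fold change of all genes was -0.63. With quantile normalisation, chosen after the data were seen, the count was 2751 and the share of genes past the threshold that were higher moved from 20.7% to 47.8%. Without a filter on low values it was 6986, and leaving out a library did not move it by more than 1.5 times.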

Based on high expression of *DACH1*, *MCTP2*, *PIP5K1B*, *FRY*, *LOC770612* (*IFITM1*), *IL5RA* and *FCER1G* (List at GEO; GSE224329) that have been associated with eosinophils (Table 1) this cluster was putatively assigned as eosinophils.

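DACH1, MCTP2, PIP5K1B, FRY, LOC770612 and IL5RA are the markers that named the eosinophil-like cluster. FCER1G, not among them, was 7.34 ± 0.874 against 0.520 ± 0.255 (log2 fold change 3.68, standard error 0.35, limma adjusted p = 3.41e-04, higher in 3 of 3 libraries) per 10000 in eosinophil-like against all other cells (SD, n = 3 libraries). DACH1 was 41.9 ± 7.41 and IL5RA 7.97 ± 2.74 in eosinophil-like cells, 0.0844 ± 0.0294 and 0.0151 ± 0.00595 in the others. Outside the markers RPS6KA2 and CRISPLD2 rose most, with log2 fold changes of 7.76 and 5.62, and CAMK2D was listed at 0 in eosinophil-like cells.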

### Putative basophil cluster

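Basophil-like cells were compared with all other cells. CTSG, HDC, GATA2, FCER1G, NDST2 and CD63 are the markers that named the cluster, of which CTSG was 431 ± 43.0 against 0.181 ± 0.0626, HDC 51.6 ± 12.6 against 0.0310 ± 0.0144 and GATA2 55.3 ± 10.8 against 0.349 ± 0.0762 per 10000 (SD, n = 3 libraries). Of 10631 genes 3087 were past limma's threshold, 706 higher and 2381 lower, of which 1803 were listed at 0 in the basophil-like cells. The count was 5775 without a filter on low values, the alternative that moved it most, and 1792 with quantile normalisation, where the share of genes past the threshold that were higher moved from 22.9% to 45.9%. The median log2 fold change of all genes was -0.38. ADGRL3 and ATP8A2 rose with log2 fold changes of 6.90 and 6.68, HDAC9 was listed at 0, and TOX, EBF1, CD74 and BLB2 fell with -6.19 to -5.69. CD74 was not past the threshold without library 1 (-5.62) or library 3 (-5.27).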

Cluster 28 was distinct from other groups (Fig. 1A) and based on high expression of *CTSG*, *HDC*, *GATA2*, *FCER1G*, *NDST2* and *CD63* that are genes associated with basophils/mast cells (Table 1) as well as the KEGG-term Glycosaminoglycan biosynthesis - heparan sulfate / heparin (KEGG:00534; List at GEO; GSE224329) that was highly enriched for this cluster it was putatively assigned as basophils. However, genes normally associated with other cell types e.g., *CD3D* and *CD3E* (Fig. 2), were also highly expressed by cells in this cluster and it may thus contain a mixture of cell types.

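In basophil-like cells CD3D was 37.4 ± 2.42 against 2.91 ± 0.472 (log2 fold change 3.65, standard error 0.15, limma adjusted p = 3.93e-04, higher in 3 of 3 libraries) and CD3E 7.77 ± 1.67 against 2.08 ± 0.513 (log2 fold change 1.86, standard error 0.25, limma adjusted p = 0.00252, higher in 3 of 3 libraries) per 10000 against all other cells (SD, n = 3 libraries). CD247 was 0.545 ± 0.714 and BCL11B 1.21 ± 0.705 there, TRBV6-5 0.144 ± 0.141, and GZMA 9.39 ± 3.61. In α/β T-like cells BCL11B was 37.9 ± 5.42.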

### Correlation between cellular identification by mRNA expression and cell surface marker phenotyping

Results from the single-cell RNA-seq based identification of gene expression and cell identification were compared to phenotypical identification by immunofluorescence labelling and flow cytometric analysis overall (Fig. 7) and for the individual animals (Additional file 4). In general, the results from the two methods showed a good correlation. 

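LOC396098 UMIs were seen in 14.7 ± 2.35% of cells, CD4 in 11.5 ± 1.98% and MMR1L4 in 12.5 ± 5.57% (SD, n = 3 libraries). These shares depend on depth. LOC396098 UMIs were seen in 73.7% of B-like cells (median value total 2421) and in 0.388% of α/β T-like cells (median value total 2510). For MMR1L4 the shares were 86.2% of monocyte-like and 0.366% of α/β T-like cells, and for CD4 40.3% of CD4 T-like and 0.625% of B-like cells. With at least 2 UMIs, the shares of all cells were 8.84% for LOC396098 and 3.37% for CD4.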

For CD8β + cells and heterophils mRNA expression values were on average lower than corresponding values from cell surface phenotyping.

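CD8BP UMIs were seen in 1.97 ± 0.233% of cells and CD8A UMIs in 6.64 ± 1.90% (SD, n = 3 libraries). In CD8 T-like cells they were seen in 14.7% and 37.8% of cells (median value total 2546). No B-like cell had a CD8BP UMI, where a count of 0 allows up to 3, and 0.305% had a CD8A UMI (median value total 2421).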

**Fig. 7:**
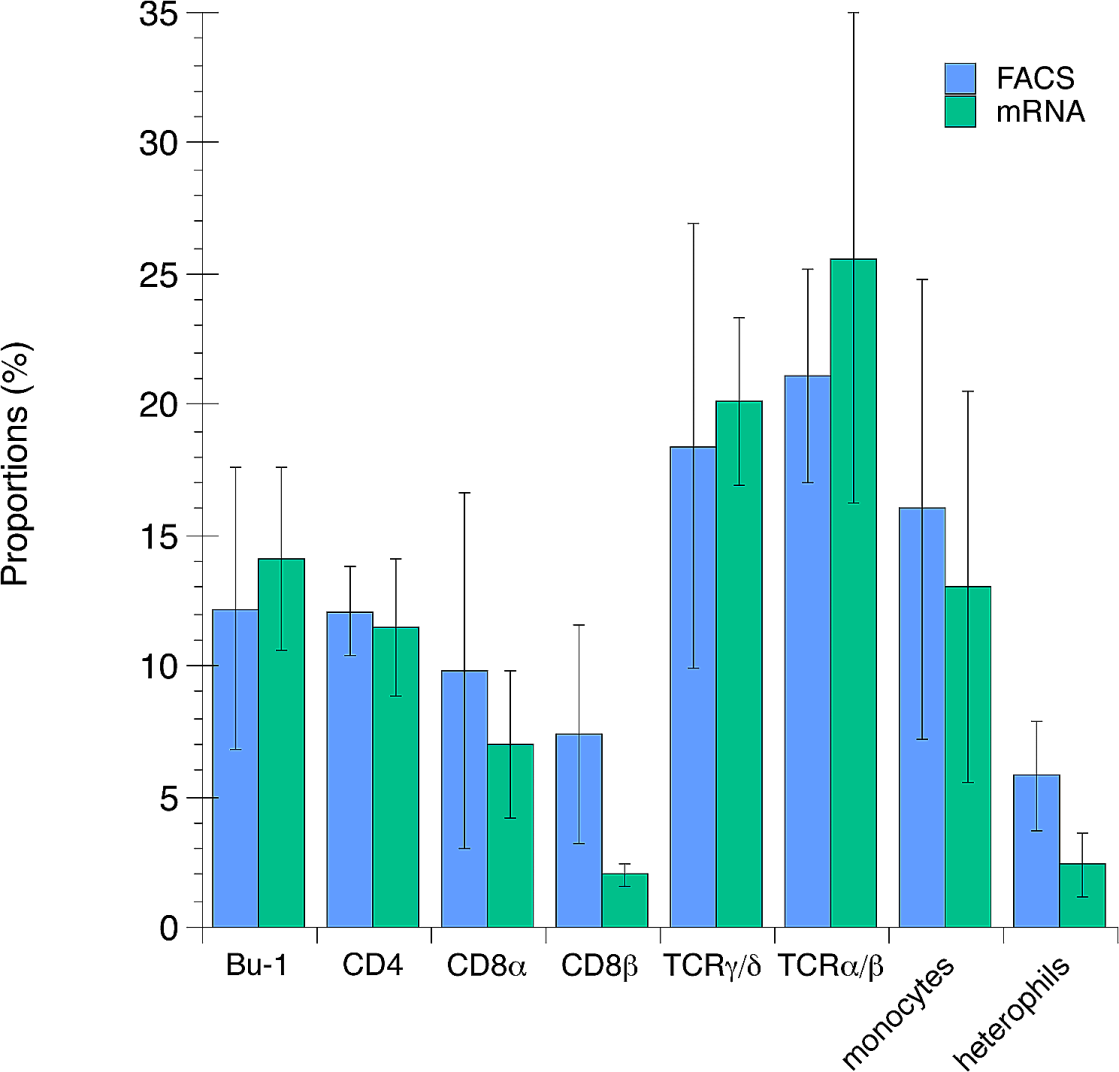
Identification of chicken leukocytes in the indicated populations by phenotypical identification by immunofluorescence labelling and flow cytometric analysis (FACS; blue bars) and by single-cell mRNA expression (mRNA; pink bars). For phenotypical identification, cells were identified as cells in the “lymphocyte gate” with cell surface expression of Bu-1, CD4, CD8α, CD8β, TCRγ/δ and TCRα/β (combination of TCRα/Vβ_1_ and TCRα/Vβ_2_), respectively. Monocytes were identified by FSC/SSC characteristics and cell surface expression of MMR1L4 (MRC1L-B) and heterophils were identified by FSC/SSC characteristics and cell surface expression of CD45. Data was expressed as proportions of populations out of live events for each individual hen. For gating strategies see Additional file 6. For mRNA identification, cells with log^2^ fold change ≥ 0.25 expression of *LOC396098* (Bu-1), *CD4*, *CD8A* (CD8α), *CD8BP* (CD8β) and *MMR1L4* were considered positive. For TCRγ/δ, cells in clusters 1, 0, 23, 25 and 29 were considered positive, for TCRα/β cells in clusters 3, 8, 11, 12, 13, 14, 15, 16, 24, 30 and 7 were considered positive and for heterophils cells in monocyte subcluster 2 were considered positive. Data was expressed as proportions of positive cells out of the total number of cells after filtering for each individual hen. Results shown are means ± 95% confidence intervals, *n* = 4

## Discussion

This study was carried out as a guide to assess benefits and limitations of single-cell RNA-seq in phenotypic and functional identification of chicken leukocytes. Unsupervised graph-based clustering of single-cell RNA-seq data from peripheral blood leukocytes delineated the cell transcriptomes into 31 clusters. Employing the current annotation of the chicken genome it was possible to identify 28 of these with reasonable certainty by manual curation identifying expression of basic canonical marker genes and/or chicken specific immune genes. In addition, the remaining three clusters were putatively identified by recognition of gene expression patterns that could be compared to those of mammalian leukocytes. Moreover, the relative distribution of leukocyte populations defined by mRNA expression showed a good correlation to that identified by cell surface protein expression and flow cytometric characterisation. Hence, we were convinced that the identification of major leukocyte populations e.g., monocytes, heterophils, B-cells and different T-cells, was satisfactory. With respect to numbers and types of clusters identified and resolution of the identification, our results were also comparable to what has been reported for PBMC from horses (31 clusters [15]) and pigs (36 clusters [14]). In contrast, a study of single-cell RNA-seq of purified chicken “lymphocytes” reports a total of merely nine clusters and only three of these were identified, two T-cell clusters and one B-cell cluster [17]. We believe that differences in the bioinformatic analysis of data were the most likely reasons to the disagreeing outcome of that study compared to the present results even though they also report lower number of reads per cell compared to the current study. Differences in bioinformatic analyses between the two studies include stringency of filtering as well as choice of normalisation algorithm when normalising UMI counts. In the current study, the SCT transform normalisation method that has been specifically developed for single cell data in order to preserve biological heterogeneity [21] was used while Qu et al. [17] used the log-normalisation. Hafemeister and Satija [21] showed that the use of the SCT transform instead of the log-transform for normalisation of UMI count revealed additional biological substructure in several cell populations. We therefore believe that this difference in normalisation method could have impacted the interpretation of results between these two studies. Moreover, a study of single-cell RNA-seq of chicken spleen cells reports 12 clusters that were identified as three general T-cell clusters, two TCRγ/δ T-cell enriched clusters, two B-cell clusters, two macrophage clusters, two granulocyte clusters and one cluster of antigen presenting myeloid cells [18]. This latter study states limited resolution as a reason for not being able to identify different cell types, particularly T-cells, further. In comparison, the latter study reports that approximately 50% less genes were detected per cell [18] compared to the present results, which possibly explain their poor detection of genes with low expression levels e.g., CD4. Thus, the sequencing depth, numbers of analysed cells and bioinformatic approach of the current study generated considerably more information on leukocyte subtypes compared to these previous reports on chicken leukocytes and can probably be considered a “minimal requirement” for useful leukocyte subtype phenotyping by single-cell RNA-seq. Nonetheless, in some cases e.g., regarding expression of CD4 and CD8 genes, it seemed a further increased sequencing depth could potentially improve the resolution of identified cell subtypes. However, low gene expression of key transcripts for leukocyte phenotyping e.g., of T-cells, is a recognised problem in single-cell RNA-seq and other strategies such as changing the methodology for library preparation might also be needed to increase the ability of resolving these phenotypes by single-cell RNA-seq [22].

### B-cells

Among the leukocyte clusters in the current study, B-cell clusters were among the easiest to identify. Cells in the seven B-cell clusters showed strong expression of a whole panel of typical B-cell genes including transcription factors, B-cell receptor genes, immunoglobulin genes and Bu-1. Despite the ease of identification as B-cells, based on RNA-expression patterns for five of these clusters we were not able to distinguish between them and designate their identity or function beyond this. Nonetheless, cells in B-cell cluster 10 showed higher expression of B-cell receptor genes, MHC II genes, *IGLL1*, *CXCR4*, BAFF (*TNFSF13B*), BAFF-receptor (*TNFRSF13C*) and *HMGB1* compared to the other B-cell clusters, and they also showed a high expression of ribosomal proteins. We therefore concluded B-cells in this cluster could be designated as “activated”, i.e., active in protein synthesis and antigen presentation, which was also supported by the GO-terms enriched for this cluster.

B-cells in cluster 19 were positioned separately from the group formed by the other B-cell clusters indicating that these cells had an overall more distinctive RNA expression pattern than the other identified B-cells. The highest expressed gene in this cluster was *SOX5* which was not expressed in the other B-cell clusters. In human B-cells, high *SOX5* expression has been shown during late stages of differentiation [23] and the GO-term “negative regulation of response to oxidative stress” enriched for this cluster also supports terminal/late-stage differentiation of these cells [24]. In so-called CD11c + atypical B-cells (ABCs, [25]) high *SOX5* expression is a common feature. These ABC B-cells constitute a heterogeneous population with so far largely unknown functions that has been identified in humans, mice [25] and recently also among horse PBMC [15]. However, for chicken B-cells in the current cluster 19 we did not observe expression of other genes commonly identified for ABCs using single-cell RNA-seq such as *ITGAX* (CD11c), *TBX21* (T-bet), *FCRL4*, *FCRL5*, *ZEB2* or *FGR* [25]. Nevertheless, we observed increased expression of *BANK1* and *BHLHE41* which was likewise observed for horse T-bet + B-cells [15] and *BANK1* has been associated with human and murine ABCs [26, 27]. Additionally, cells in cluster 19 had a high expression of *BHLHE41*, *PTPRJ* and *MAML3* that in mammals have been associated with B-1 B-cells [28, 29] and marginal zone B-cells [30]. 

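In SOX5 B-like cells ZEB2 was 7.08 ± 2.42 against 0.139 ± 0.0354 (log2 fold change 4.86, standard error 0.27, limma adjusted p = 4.94e-06, higher in 3 of 3 libraries) per 10000 against other B-like cells (SD, n = 3 libraries). ZEB2 was 40.8 ± 12.7 in monocyte-like and 40.5 ± 6.88 in cytolytic-like cells. TBX21 and FGR were 0.131 ± 0.121 and 0.0296 ± 0.0513 in the SOX5 B-like cluster, FCRL4 was listed at 0 there, and ITGAX and FCRL5 are not among the genes listed. Against other B-like cells TBX21 had a log2 fold change of 0.98, not past limma's threshold but past it without library 2 (log2 fold change 1.46).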

Neither ABC B-cells nor native type B-cells have yet been described in chickens but it is known that chickens have circulating natural antibodies [31] that in mammals are produced by native type B-cells such as B1 B-cells and marginal zone B-cells. Hence, based on the current knowledge on gene expression in chicken peripheral B-cells we cannot conclusively identify the B-cells in cluster 19 but suggest they are a distinct population of late stage differentiated B-cells of either “ABC” or native type that are a novel observation in chickens.

### Myeloid cells

To identify monocytes we used expression of *MMR1L4* (MRC1L-B), a member of the chicken mannose receptor family that is exclusively expressed in chicken monocytes/macrophages and corresponding to the mammalian mannose receptor C-type 1 (MRC1, CD206) [5, 6]. By *MMR1L4* expression, we initially identified clusters 5 and 6 that form a distinct separate group, as comprising monocytes. Further sub-cluster analysis of this cluster group revealed six sub-clusters that we identified by expression of *MMR1L4*, MHC II genes and *MMP9* as five sub-clusters comprising mainly monocytes and one comprising mainly heterophils. Chicken spleen macrophages have previously been divided into two groups by cell surface expression of MMR1L4 and MHC II, i.e., MMR1L4^high^MCHII^low^ and MMR1L4^low^MHCII^high^, respectively [32]. These populations were also assigned functional differences where MMR1L4^high^MCHII^low^ cells showed higher phagocytic capacity, higher migratory capacity, lower antigen presenting properties and lower expression of some pro-inflammatory cytokines compared to MMR1L4^low^MHCII^high^ cells. For circulating monocytes, we have also observed alterations in cell surface expression of MMR1L4 and MHC II upon bacterial infection of chickens with a rapid, transient shift towards MMR1L4^high^MCHII^low^ expressing monocytes early after infection [33, 34]. In the current data, we defined monocyte sub-clusters 0 and 1 as “MMR1L4 high” and sub-clusters 3–5 as “MMR1L4 low”. Conversely, sub-clusters 0 and 1 were generally “MHC II low” and sub-clusters 3–5 were generally “MHC II high” although the relative expression of MHC II varied more between the individual subclusters compared to the expression of *MMR1L4* that showed a more uniform level of expression within the two sub-cluster groups. Furthermore, differences in phenotype and functions between the monocyte sub-clusters could be inferred from expression of other immune genes. For example, for cells in “MMR1L4 high” sub-clusters high expression of *PPARG*, associated with M2-macrophages in mammals [35], and *S100A12* and *SPINK2* that have antimicrobial properties [36–38], were observed. For cells in “MMR1L4 low” sub-clusters several genes associated with cell activation and inflammatory responses were highly expressed e.g., *ALCAM* (CD166), *LOC39551* (CCL4), *SAA* and *TLR7*. Hence, the indicated functional differences between monocyte sub-clusters showed resemblance with the functional differences observed for chicken MMR1L4^high^MCHII^low^ and MMR1L4^low^MHCII^high^ spleen macrophages [32]. Moreover, our analysis indicated that chicken monocytes might have more functional subsets within the two general “MMR1L4 high” and “low” populations. This would be in analogy with mammalian systems where e.g., for humans three major and potentially several more minor different functional subsets of circulating monocytes have been identified [39].

For cells in sub-cluster 2 a high expression of *MMP9* and very low expression of *MMR1L4* and MHC II genes, were observed. It has previously been shown that *MMP9* is expressed in chicken heterophils but not in chicken monocytes [40]. 

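Monocyte sub-cluster 4, of 106 cells, had the highest level of the heterophil markers, of which MMP9 is one, and was picked for it after the data were seen. In it against the other sub-clusters MMR1L4 was 7.61 ± 0.988 against 8.98 ± 1.63 (log2 fold change -0.23, standard error 0.23, limma adjusted p = 0.857, lower in 3 of 3 libraries), MMP9 4.65 ± 3.20 against 4.04 ± 2.40 (log2 fold change 0.091, standard error 0.66, limma adjusted p = 0.984, higher in 1 of 3 libraries) and CD74 40.6 ± 16.0 against 42.0 ± 18.7 (log2 fold change -0.036, standard error 0.41, limma adjusted p = 0.989, lower in 2 of 3 libraries) per 10000 (SD, n = 3 libraries). BLB1 and BLB2 had log2 fold changes of 0.058 and 0.087. Of 9603 genes 8 were past limma's threshold, all higher, none of them without library 1, 2 or 3, and 178 with the hen as a block, with 817 genes at an unadjusted p under 0.05. IL8L1, LACC1, RASSF6, ZBTB46 and IL13RA2 rose most, with log2 fold changes of 2.67 to 3.32. IL8L1 and RASSF6 overlap in the annotation. In sub-cluster 0, the lowest in CD74, all 4 heterophil markers also lay above the other sub-clusters. Its MMP9 had a log2 fold change of 0.74 and passed the threshold with the hen as a block.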

Cells in subcluster 2 also showed a high expression of *BHLHE40* and *NR4A3* that in mammals have been associated with neutrophils [41, 42], i.e., the mammalian homologue to chicken heterophils. 

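BHLHE40 was 21.4 ± 5.96 against 13.8 ± 3.41 (log2 fold change 0.61, standard error 0.29, limma adjusted p = 0.611, higher in 3 of 3 libraries) and NR4A3 13.8 ± 7.07 against 15.3 ± 11.4 (log2 fold change -0.053, standard error 0.52, limma adjusted p = 0.986, lower in 2 of 3 libraries) per 10000 in sub-cluster 4 against the other sub-clusters (SD, n = 3 libraries). IL1R2 had a log2 fold change of 1.23. BHLHE40 and IL1R2 passed limma's threshold with the hen as a block. BHLHE40, NR4A3 and IL1R2 are among the heterophil markers by which sub-cluster 4 was picked, so the rise of BHLHE40 and IL1R2 is no separate result.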

We therefore concluded that subcluster 2 likely contained mainly heterophils. In the primary analysis, the heterophils were embedded within monocyte cluster 6. This is likely due to their common origin as myeloid cells and many common functions, e.g., phagocytosis, resulting in similar general mRNA expression patterns that made the sub-cluster analysis necessary to distinguish between the two cell types. 

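CD83 was 15.4 ± 2.02 against 4.95 ± 0.251 (log2 fold change 1.61, standard error 0.21, limma adjusted p = 0.0243, higher in 3 of 3 libraries) per 10000 in monocyte sub-cluster 4 against the others (SD, n = 3 libraries), with log2 fold changes of 1.65, 1.51 and 1.67 without library 1, 2 and 3, none past the threshold. IL1B, IL18 and TRAF3 had log2 fold changes of 0.90, 0.86 and 1.36, not past it but past it with the hen as a block. TLR4 had a log2 fold change of 0.11.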

Interestingly, cells in the heterophil sub-cluster showed a striking “pro-inflammatory” mRNA-expression profile with high expression of e.g., *IL1B*, *IL18*, *CD83*, *TLR4*, and *TRAF3*. This could reflect a heterophil “high alert state” as sentinel cells with mRNA-expression of pre-formed cytokines in granules or secretory vessels for rapid release upon challenge, as suggested for mammalian neutrophils [43].

### T-cells

The identification of different T-cell populations in the current data set proved more challenging than that of B-cells and monocytes. Such problems have also been reported in other studies of single-cell RNA transcriptomics of T-cell subpopulations, for mouse and human T-cells [22], as well as for horse PBMC [15] and chicken spleen cells [18]. This can be due to limited resolution due to insufficient sequencing depth or to differences between mRNA expression levels and protein expression of markers by which T-cell populations are currently defined, e.g., CD4, CD8α and CD8β, or more probably a combination of both. 

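Over all clusters, the highest share of cells with a UMI was 62.7% for CD4, in the ribosomal CD4 T-like cluster, 41.3% for CD8A, in the smaller cytolytic-like cluster, and 22.1% for CD8BP, in the proliferating-like cluster. In the CD8 T-like cluster the shares were 38.2% for CD8A and 14.7% for CD8BP. A cell without a UMI at these depths can still hold the RNA.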

We found that the expression of CD4, CD8α and CD8β never comprised all cells in a cluster. Similarly, very low expression of CD4 and CD8α was reported for chicken spleen cells [18]. Nonetheless, we were able to further identify the clusters comprising T-cells into: TCRγ/δ + T-cells, CD4 + cells, CD8αβ + cells and “cytolytic cells”.

Chicken TCRγ/δ+ T-cells have so far been divided into three main subpopulations based on their cell surface expression of CD8, i.e., TCRγ/δ+CD8-, TCR γ/δ+CD8αβ + and TCRγ/δ+ CD8αα+ [12]. The TCR γ/δ+CD8- subpopulation is usually dominant among PBMC, which was also the case for the cells used in the present study: approximately 94% TCR γ/δ+CD8-, 4% TCRγ/δ+ CD8αβ+ and 2% TCRγ/δ+ CD8α+ out of the whole TCRγ/δ+ population. 

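CD8A was 0.025 ± 0.00427 per 10000 in γ/δ T-like and 2.15 ± 0.212 in CD8 T-like cells (SD, n = 3 libraries), and CD8A UMIs were seen in 0.573% of γ/δ T-like cells. CD8BP was 0.00904 ± 0.0157 in γ/δ T-like cells.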

By mRNA-expression we identified the majority of TCRγ/δ+ T-cells in the distinct group formed by clusters 1, 0, 23 and 25 that showed no expression of CD8. For TCRγ/δ+ T-cells in sub-cluster 2 of the cytolytic cells some CD8α expression was detected. The TCRγ/δ+ T-cells in the small cluster 29 showed no CD8 expression but because CD8 mRNA expression was generally low in the current dataset one may speculate that cluster 29 cells still comprised some TCRγ/δ+ CD8 + T-cells based on their close proximity to cluster 7 containing CD8αβ+ cells. Hence, it seems the group of clusters 1, 0, 23 and 25 comprised the TCRγ/δ+CD8- subpopulation, while cytolytic cell sub-cluster 2 and possibly cluster 29 comprised the TCRγ/δ+CD8 + subpopulations, which correlates well with the relative distribution of TCRγ/δ+ T-cell subpopulations detected by cell surface protein expression. 

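In the ribosomal γ/δ T-like cluster against the other γ/δ T-like cluster TPT1 was 18.3 ± 6.90 against 4.07 ± 0.866 (log2 fold change 2.1, standard error 0.23, limma adjusted p = 2.13e-04, higher in 3 of 3 libraries) and KK34 8.38 ± 2.17 against 3.27 ± 0.357 (log2 fold change 1.31, standard error 0.19, limma adjusted p = 8.64e-04, higher in 3 of 3 libraries) per 10000 (SD, n = 3 libraries). CD3D and CD3E had log2 fold changes of 1.50 and 1.11. IL7R, RUNX1 and LOC121110951, with log2 fold changes of 0.38, -0.47 and -0.37, were not past limma's threshold but passed it with the hen as a block.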

Compared to the other TCRγ/δ+ T-cell clusters, cells in cluster 1 showed a high mRNA expression of *TPT1* that is considered important for TCR-mediated cell proliferation [44], and of ribosomal proteins and the cytokine *KK34*. We therefore concluded cells in cluster 1 comprised “activated” TCRγ/δ+ CD8- T-cells. Expression of the chicken TCRγ/δ+ T-cell specific cytokine *KK34* [45] was found in the group of clusters 1, 0, 23 and 25 but not in cluster 29 or cytolytic subcluster 2. Similarly, *KK34* expression was shown by single-cell RNA-seq for cells in the TCRγ/δ+ CD8- cluster, but not in the TCRγ/δ+ CD8 + cluster, of chicken spleen cells [18]. 

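KK34 was listed at 0 in the unnamed cluster 18 and in cytolytic sub-cluster 3. At 56 and 58 cells, a gene seen in fewer than 3 cells cannot be told from a gene that is not expressed. KK34 was 1.19 ± 1.33 per 10000 in the unnamed cluster 19 (SD, n = 2 libraries).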

Cells in cluster 29 showed a distinct high expression of transcription factor *MYB* (c-Myb) that was not seen in any other T-cell cluster. In addition to its role in early TCRγ/δ+ T-cell development [46], *MYB* expression in mammalian peripheral T-cells has been found involved in e.g., proliferation [47], memory T-cell formation and T-cell exhaustion [48]. 

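MYB UMIs were seen in 55.4% of cells of cluster 18, and MYB was at most 0.366 ± 0.179 per 10000 in the named T-like clusters, in the Treg-like cluster (SD, n = 3 libraries). Outside T-like clusters it was 2.06 ± 0.829 in basophil-like cells. In cluster 18 the largest rise against γ/δ T-like cells was that of ST3GAL1 and FMN1, with log2 fold changes of 7.68 and 7.67.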

Cells in the group of clusters 1, 0, 23 and 25 shared a high expression of transcription factors *MAF*, *SOX13* and *GATA3* that was not evident in the other TCR γ/δ+ T-cell clusters. Of these, *MAF* (c-MAF) and *SOX13* have been identified as essential for the IL-17 producing TCRγ/δ+ T-cell subtype in mice [49, 50]. 

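MAF was 0.847 ± 0.773 per 10000 in cluster 18 and 0.132 ± 0.134 in cytolytic sub-cluster 3 (SD, n = 3 libraries), and SOX13 was listed at 0 in both. GATA3 was 1.18 ± 0.332 in cluster 18. MAF in cluster 18 was not past limma's threshold without library 2 (log2 fold change -5.29) or library 3 (-5.47). Cytolytic sub-cluster 3 differed from the γ/δ T-like cells in 1807 of 9834 genes, 464 higher and 1343 lower, of which 939 were listed at 0 in the sub-cluster. The count was 84 without library 1 and 159 without library 2, 514 with the hen as a block and 1001 with quantile normalisation, where the share of genes past the threshold that were higher moved from 25.7% to 45.0%. GNLY, PTPN14, RUNX1 and INPP5A had log2 fold changes of 7.78, -4.27, -1.84 and -1.89. GNLY (7.74) and INPP5A (-1.98) were not past the threshold without library 1. PTPN14 (-3.14, -4.85 and -4.83) and RUNX1 (-1.59, -2.08 and -1.84) were not without library 1, 2 and 3.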

In mammals, GATA3 has several recognised functions in T-cells and T-cell development, e.g., as master regulator of Th2 differentiation and in regulation of group 2 innate lymphoid cell development and function [51]. Interestingly, a study of porcine TCRγ/δ+ T-cells showed that GATA3 protein expression correlated with the CD2- phenotype of TCRγ/δ+ T-cells, which was also characterised as CD8α^−/dim^CD27+perforin- while a subset of CD2 + TCRγ/δ+ T-cells were mainly GATA3- and T-bet + CD8α^high^CD27^−/dim^perforin+ [52]. In that study it was also suggested that these two TCRγ/δ+ T-cell subtypes represent different TCRγ/δ+ T-cell lineages and that CD2-GATA3 + CD8α^−/dim^CD27+perforin- TCRγ/δ+ T-cells may recognise antigen in a TCR-independent manner. Hence, the current results on mRNA expression profiles of chicken TCRγ/δ+ T-cells were likewise indicative of at least two distinctive subpopulations, i.e., the group of clusters 1, 0, 23 and 25 vs. cluster 29 and cytolytic subcluster 2, where the differences in transcription factor expression could indicate lineage differences. Moreover, cells in cluster 29 but not those in the other TCRγ/δ+ T-cell clusters, show expression of CD28 that is closely linked to TCR activation. This could thus indicate that the *GATA3* expressing cells in clusters 1, 0, 23 and 25 could be TCRγ/δ+ T-cells employing TCR-independent antigen recognition in analogy with what was suggested for porcine GATA3 + TCRγ/δ+ T-cells. 

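CD28 was 4.12 ± 1.73 against 0.431 ± 0.0546 (log2 fold change 2.92, standard error 0.34, limma adjusted p = 0.00432, higher in 3 of 3 libraries) per 10000 in cluster 18 against γ/δ T-like cells (SD, n = 3 libraries). It was 0.315 ± 0.0370 in the ribosomal γ/δ T-like cluster.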

Our observation on CD28 expression by TCRγ/δ+ T-cells was also supported by an early observation on cell surface protein expression, that some chicken TCRγ/δ+ CD8 + T-cells were CD28 positive while the remaining TCRγ/δ+ T-cells were CD28 negative [53].

We identified ten clusters comprising CD4 expressing cells that formed their own cluster group. Like the group of B-cell clusters, for most of these we were not able to distinguish between their mRNA-expression patterns to designate their identity or function beyond CD4 + T-cells. However, cells in cluster 14 showed a high mRNA expression of TCR subunits *CD3D* and *CD3E*, as well as of *TPT1* [44] and of ribosomal proteins. 

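TPT1 was 25.8 ± 5.73 per 10000 in the ribosomal CD4 T-like cluster (SD, n = 2 libraries) and 4.04 ± 0.988 in the largest CD4 T-like cluster (n = 3 libraries). Ribosomal protein genes took a median of 13.0% of the values per cell there, against 2.30% in the other CD4 T-like clusters. In proliferating-like cells TPT1 was 26.2 ± 6.15.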

We therefore concluded cells in cluster 14 comprised “activated” CD4 + T-cells. Moreover, some cells in cluster 8 showed a high expression of *IL2RA* (CD25) and *CTLA4*, genes that in resting mammalian CD4 + T-cells are primarily expressed in Treg [54]. We therefore putatively identified cluster 8 as comprising Treg among other CD4 + T-cells. However, a hallmark of mammalian Treg is the expression of transcription factor Foxp3 that was recently also identified in the chicken [55]. The chicken Foxp3 gene was still missing from the reference annotation of the current chicken genome, and we therefore used additional methods to test for its expression but nevertheless could not detect this in the current dataset. This could be due to e.g., limited resolution, but consequently we currently lack definitive evidence for Treg in cluster 8. 

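SMAD7 was 4.36 ± 1.66 against 8.71 ± 1.31 (log2 fold change -1.05, standard error 0.25, limma adjusted p = 0.0447, lower in 3 of 3 libraries) per 10000 in Treg-like against other CD4 T-like cells (SD, n = 3 libraries), with log2 fold changes of -1.16 without library 1 and -1.18 without library 3, neither past limma's threshold. It was 8.74 ± 1.55 and 8.86 ± 1.00 in the larger CD4 T-like clusters, in which a smaller part with more SMAD7 could be hidden.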

Interestingly, cells in cluster 11 showed a distinct high expression of *SMAD7* that in mice and humans have been associated with Th1 CD4+ T-cells involved in autoimmunity [56, 57].

We identified two clusters comprising CD8αβ+ T-cells, cluster 7 and cytolytic cell subcluster 1. 

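In CD8 T-like against CD4 T-like cells GNLY was 9.22 ± 1.11 against 0.507 ± 0.406 (log2 fold change 4.13, standard error 0.32, limma adjusted p = 1.64e-06, higher in 3 of 3 libraries) per 10000 (SD, n = 3 libraries), and its UMIs were seen in 50.5% of CD8 T-like cells and 5.20% of B-like cells, at median value totals of 2546 and 2389. FASLG, GZMA and GZMM were 0.0325 ± 0.0197, 0.00927 ± 0.00805 and 0.350 ± 0.166 per 10000 in CD8 T-like cells.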

Cells in cluster 7 did not show expression of genes associated with cytolytic activity, i.e., *GNLY*, *FASLG*, *GZMA* and *GZMM*, and we therefore concluded this cluster comprises resting and/or “non-effector/non-cytolytic” CD8αβ+ T-cells. In addition, some expression of *TARP* was also recorded for cells in cluster 7 and it is hence likely that this cluster contains a mixture of T-cells. 

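CD226 was 3.49 ± 1.21 per 10000 in the CTL-like sub-cluster (SD, n = 3 libraries), 3.94 ± 0.673 in cytolytic sub-cluster 0 and 27.2 ± 6.97 in the CD8 T-like cluster.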

The gene with highest expression in cluster 7 was *CD226* and this gene also showed a high expression in cytolytic cell subcluster 1. In humans and mice CD226 has a high cell surface expression on NK-cells and CTL [58] and our current results thus suggest that it might be a CTL marker in the chicken.

### Cytolytic cells

Cluster 4, positioned on its own near the other T-cell clusters, was found to contain a mixture of cell types and due to a high expression of genes associated with cytolytic activity, i.e., *GNLY*, *FASLG*, *GZMA* and *GZMM*, we identified it as comprising cytolytic cells. It appears that distinguishing different cell types with cytolytic functions can be challenging using single-cell RNA-seq as earlier described e.g., for horse PBMC [15]. By further analysis of cluster 4 we identified three subclusters putatively identified as mainly NK-cells in subcluster 0 (high expression of *CD247* (CD3ζ) [59]) and low expression of *CD3D*, *CD3E*, *TARP* and *TRBV6-5*), mainly CTL in subcluster 1 (high expression of *TRBV6-5* (TCRβ), *CD8A* and *CD8BP*) and mainly TCRγ/δ+ CD8+ T-cells in subcluster 2 (high expression of *TARP*). Interestingly, the relative expression of *GNLY*, *FASLG*, *GZMA* and *GZMM* showed different patterns for these cytolytic cell types, which could indicate cell type differences in preferential killing mechanisms. It should however be noted that to our knowledge, the hens used in the current study were not experiencing any infections and the cytotoxic cells should probably be regarded as “resting”. Hence, the expression of cytolytic activity genes might well be different when the cells are engaged in killing. For the TCRγ/δ+ CD8+ T-cells in subcluster 2 a high expression of *IL2RB* was noted, which corresponds well with the observation that spontaneous cytotoxicity of chicken spleen TCR γ/δ+CD8 + T-cells was enhanced by preincubation with interleukin-2 [60].

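IL2RB was 6.27 ± 1.34 per 10000 in cytolytic sub-cluster 3 and 1.99 ± 0.919 in the CTL-like sub-cluster (SD, n = 3 libraries). Against γ/δ T-like cells its log2 fold change in sub-cluster 3 was 5.45 (higher in 3 of 3 libraries).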

## Conclusions

Taken together, using single-cell RNA-seq we were able to identify most major leukocyte types with reasonable certainty and the results corresponded well with those obtained using conventional flow cytometric leukocyte phenotyping. Among B-cells we identified a subpopulation of putative terminally differentiated B-cells that are a novel observation among chicken leukocytes. For monocytes and TCRγ/δ T-cells we were able to identify and verify functional aspects of previously observed subpopulations as well as making novel observations. In depth identification of other T-cell subtypes proved more challenging although some new observations were made e.g., regarding cytotoxic cell types. This methodology definitively has benefits for cell identification and functional analysis in a species like the chicken where species specific reagents for classical immunological analyses are limited and it will further improve with a better annotation of the chicken genome. Data from the current study will probably provide more novel information when more knowledge on mRNA expression in chicken leukocytes is obtained, e.g., by transcriptomic analysis of purified cell populations and of cells during different immunological responses.

## Methods

### Chickens, sample collection and leukocyte preparation

Four clinically healthy 24-week-old Dekalb White Leghorn-type layer hens were sampled for this study. The hens were reared at a conventional pullet producer and moved to the high biosecurity animal facilities at the Swedish Veterinary Agency, Uppsala, Sweden, two weeks prior to sample collection. They belonged to a larger group of 15 hens and 3 cocks used for SPF-egg production and blood donation and were group housed in a pen with chopped straw on the floor, perches, laying nests, dust baths and water and feed *ad libitum* in a room with negative pressure ventilation. At the time of sampling some hens in the group had commenced laying but it was not known if the individuals sampled had laid eggs yet. Blood was collected from the jugular vein into sterile heparinised blood collection tubes (#368,494, BD Vacutainer ®, BD Life Sciences). The blood was diluted 1:1 in sterile phosphate buffered saline without Ca^2+^ and Mg^2+^ at pH 7 (PBS) and peripheral blood leukocytes were isolated by Ficoll-Paque PLUS (GE Healthcare Life Sciences) gradient centrifugation as previously described [61]. Cells were suspended in PBS supplemented with 2% foetal bovine serum (Gibco® #10,082,147, ThermoFisher Scientific) and 1 mM EDTA and the number of thrombocytes in the samples were reduced by immunomagnetic cell separation using the EasySep PE Positive Selection Kit II (#17,684, StemCell Technologies) and PE-conjugated mouse monoclonal antibody to chicken CD41/61 (clone 11C3, #AM05550PE-N, OriGene) according to the StemCell Technologies depletion protocol no. 28,898 as previously described for chicken leukocytes [61]. The depleted cell preparations were suspended in PBS with 0.04% bovine serum albumin (#A7030, Sigma-Aldrich), viability of cell preparations was estimated by trypan blue exclusion to 92–97%.

### Library preparation and sequencing

Cell samples were submitted within 3.5 h of blood sample collection to the Science for Life Laboratory SNP&SEQ Technology Platform, Uppsala, Sweden for library preparation and sequencing. Preparation of libraries from approximately nine thousand cells per bird was performed from fresh purified leukocytes with the Chromium NextGEM Single Cell 3′ v3.1 kit (10x Chromium), resulting in successful preparations from approximately five thousand cells per bird. Sequencing was performed using a NovaSeq SP flow cell (Illumina) to an average target depth of 35,000 reads/cell. Two lanes were used for each sample.

### Read counting

Read counting was performed using the 10x genomics software Cell Ranger [62] (Version: 7.0.0) standard workflow with the existing reference genome and genome annotation for the chicken (NCBI taxa: 9031. Assembly: RefSeq GCF_016699485.2; GenBank GCA_016699485.1). The used genome assembly was from 2021 and was assembled by the Vertebrate Genomes Project. The annotation (annotation release ID: 106) used was from 2021/2022.

Read counting was performed for each sample using Cell Ranger *count*, with the resulting matrix files used for downstream analysis. The computational pipeline includes read trimming, genome alignment using STAR (Spliced Transcripts Alignment to a Reference) [63], transcriptome alignment of reads based on transcriptome compatibility of mapped reads, Barcode correction, UMI counting and cell calling based on the EmptyDrops method [64, 65].

### Data preparation and integration

Putative doublets were removed from the matrices using the *DoubletDetection* [66] package in python. After doublet prediction the barcode list was edited to remove putative doublets.

Each matrix, barcode, and feature file set were loaded into R (Version: 4.2.2) as a *Seurat* [67] (Version: 4.3.0) object. Cells with a higher mitochondrial percentage than 20%, cells with a lower feature count than 300, and features that appear in less than three cells were filtered out from each object. 

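The deposited cells were checked against these limits. Of the 12042 cells of libraries 1 to 3, 889 had more than 20% mitochondrial values, which is 7.38%, and 217, 109 and 563 of them were in libraries 1, 2 and 3. The values are corrected for depth, so their percentages need not equal those of raw counts.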

RBCs were also filtered out based on HB-gene expression; cells with more than 5% HB genes were filtered out. 

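No deposited cell of libraries 1 to 3 had more than 5% of its values in hemoglobin genes, and 80 cells were red blood cell-like by the markers used here.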

After filtering, the data were normalised in *Seurat* using *SCTransform()* independently on each of the four objects with method “*glmGamPoi*”.

The data was integrated on 3000 variable features that were prepared using *PrepSCTIntegration()* and calculated using *SelectIntegrationFeatures()* on the four Seurat objects. Anchor cells were defined using *FindIntegrationAnchors()* with normalization.method set to *“SCT”*. The anchors were then used for integration using *IntegrateData()* with normalization.method set to *“SCT”.*

### Cluster determination

Dimensionality reduction was performed using PCA on the variable features calculated for the data integration. The cumulative proportion of variance was calculated and used to determine how many principal components (PCs) to keep. The cut-off was set so that 90% of variance would be conserved; this resulted in 27 PCs being used for downstream analyses for the complete dataset.

After PCA, the nearest neighbours for each cell were computed using *FindNeighbors()* on the first 27 dimensions. *FindClusters()* was called to establish cluster boundaries using the standard Louvain algorithm. The resolution was evaluated using *clustree* [68]. The default resolution of 0.8 was used when analysing the entire dataset and different resolutions were evaluated and used when re-analysing subsets of data.

For cluster visualisation UMAP was run using *RunUMAP()* with reduction set to *“pca”* on the first 27 dimensions.

### Cluster annotation

Annotations of the clusters were performed using a combination of manual annotation by inspection of differentially expressed genes and GO term enrichment.

The marker gene-based annotation was performed by sub-setting the cells by cluster identity and running the *FindMarkers()* function in on these cells with assay set to *“SCT”* and only.pos set to *TRUE*.

GO- and KEGG-term enrichment analysis was performed using the R-library gprofiler2 [69]. The GO terms were created per cluster using *gost()* with the top 100 differentially expressed genes as the query. The GO search was performed against the reference database for *Gallus gallus*.

Potential expression of recently discovered chicken *FOXP3* [55] that was still missing from the reference annotation of the chicken genome was tested both by manually adding the putative *FOXP3* gene to the annotation file before read counting and looking for expression (in one sample) and by using short nt blast on a blast database constructed of all reads per sample and querying the mRNA sequence against this database. Neither approach showed any indication of expression of *FOXP3* in the current samples.

### Re-analysis

The major clusters were all re-analysed using the above steps on the corresponding cell subsets. This was done to investigate if any biologically significant subgroups could be found within the original clusters.

### Immunofluorescence labelling of purified leukocytes

Immunofluorescence labelling and flowcytometric analysis was used to identify leukocytes according to cell surface expression of lineage markers as previously described [70]. In brief, samples of purified leukocytes were labelled with either of the three antibody panels listed in Additional file 5 for 20 min at room temperature in the dark, panel 1 was used on samples both prior and after immunomagnetic separation while panels 2 and 3 were only used with depleted cell samples. LIVE/DEAD® fixable Aqua dead stain (#L34957, ThermoFisher Scientific) was used for dead cell exclusion in all panels. Cells were subsequently washed and fixed with 1.25% paraformaldehyde and stored at 4 °C until analysis.

Flow cytometry was performed using a BD FACSVerse (BD Biosciences), equipped with 488 nm blue, 633 nm red and 405 nm violet lasers and results were analysed using the FACSDiva (BD Biosciences) software. Single-stained compensation controls and fluorescence minus one (FMO) negative controls were included in the assays, the gating strategies are shown in Additional file 6 and samples were recorded until 30,000 events in the CD45 gate were acquired. Titrations of all antibodies were performed to determine optimal labelling conditions prior to the experiment.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

## Data Availability

RNA sequencing datasets generated in the current study are available in the Gene Expression Omnibus (ncbi.nlm.nih.gov/geo) under accession number GSE224329 and the Sequence Read Archive (ncbi.nlm.nih.gov/sra) under accession numbers SRX19259178, SRX19259179, SRX19259180, and SRX19259181. All R scripts are available at https://github.com/maxwelma/exjobb. All results on leukocyte phenotyping and thrombocyte depletion are included in this published article and raw data are available from the corresponding author on reasonable request.

# Supplementary material for: Single-cell RNA-seq mapping of chicken peripheral blood leukocytes
**Source:** BMC Genomics. 2024 Jan 29;25:124. doi: 10.1186/s12864-024-10044-4
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Additional file 1.** Outcome of immunomagnetic depletion of CD41/61+ cells and identification of chicken leukocyte populations by immunofluorescence labelling and flow cytometric analysis of cell preparations used for single cell RNA-seq

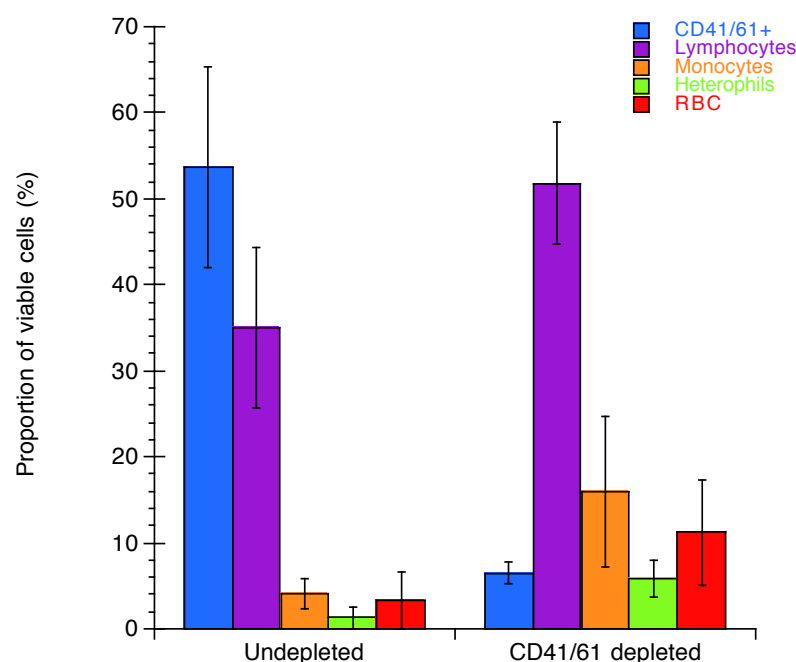

**Additional figure 1.** Proportions of CD41/61+ cells (thrombocytes; blue), lymphocytes (purple), monocytes (orange), heterophils (green) and red blood cells (RBC; red) as defined by immunofluorescence labelling and flow cytometric analysis of chicken PBMC before and after immunomagnetic depletion of CD41/61+ cells (means±95% confidence intervals, n=4).

**Additional table 1.** Proportions of lymphocyte subpopulations identified by immunofluorescence labelling and flow cytometry in chicken PBMC before and after immunomagnetic depletion of CD41/61+ cells (means±95% confidence intervals, n=4).

| Subpopulation                                            | Undepleted PBMC (%) | CD41/61 depleted PBMC (%) |
|----------------------------------------------------------|---------------------|---------------------------|
| Bu-1+ (B-cells)                                          | 6.4±2.9             | 12.2±5.4                  |
| TCR $\alpha$ /V $\beta$ 1+                               | 15.1±2.4            | 15.8±4.6                  |
| TCR $\alpha$ /V $\beta$ 2+                               | n.t.                | 5.4±1.1                   |
| <u>CD4+ (all)</u>                                        | n.t.                | 12.1±1.7                  |
| CD4+CD8 $\alpha\alpha$ +                                 | n.t.                | 1.5±1.1                   |
| CD4+CD25+                                                | n.t.                | 0.77±0.24                 |
| CD8 $\alpha$ + (all)                                     | n.t.                | 9.8±6.8                   |
| CD8 $\beta$ + (all)                                      | n.t.                | 7.4±4.2                   |
| <u>TCR<math>\gamma</math>/<math>\delta</math>+ (all)</u> | n.t.                | 18.4±8.5                  |
| TCR $\gamma$ / $\delta$ +CD8-                            | n.t.                | 17.2±7.7                  |
| TCR $\gamma$ / $\delta$ +CD8 $\alpha\alpha$ +            | n.t.                | 0.38±0.35                 |
| TCR $\gamma$ / $\delta$ +CD8 $\alpha\beta$ +             | n.t.                | 0.78±0.59                 |
| TCR $\gamma$ / $\delta$ -CD8 $\alpha\beta$ +             | n.t.                | 6.1±3.4                   |
| n.t. – not tested                                        |                     |                           |

Proportions are out of viable cells identified in the gating strategies shown in Additional file 6, the antibody panels used are described in Additional file 5 and the labelling protocol and flow cytometric analysis are described in Materials and methods.

# Supplementary material for: Single-cell RNA-seq mapping of chicken peripheral blood leukocytes
**Source:** BMC Genomics. 2024 Jan 29;25:124. doi: 10.1186/s12864-024-10044-4
**Supplement:** Supplementary file 2 — Supplementary Material 2

Additional file 2. Monocyte clusters 5 and 6

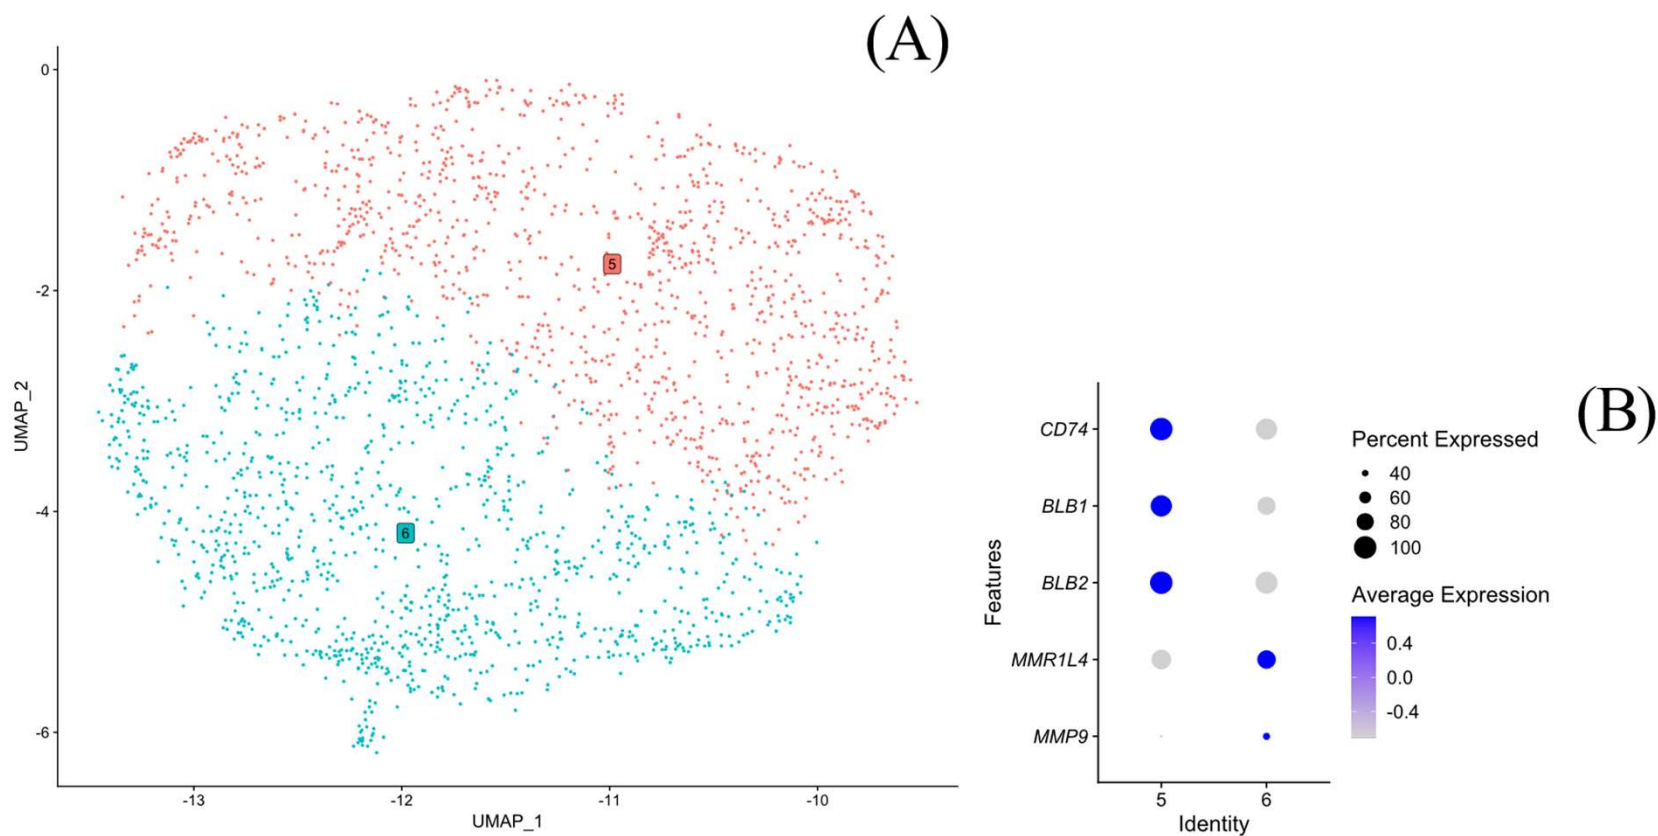

Additional file 2. (A) UMAP of monocyte clusters 5 and 6 (MMR1L4+ cells). (B) Dot plot of expression of a selection of MHCII genes (CD74, BLB1 and BLB2), mannose receptor MMR1L4 and MMP9 in the indicated clusters. The radius of the dot corresponds to percentage of cells in each cluster expressing the gene, and colour intensity corresponds to scaled expression values. Expression values are scaled within the plot.

# Supplementary material for: Single-cell RNA-seq mapping of chicken peripheral blood leukocytes
**Source:** BMC Genomics. 2024 Jan 29;25:124. doi: 10.1186/s12864-024-10044-4
**Supplement:** Supplementary file 3 — Supplementary Material 3

### Additional file 3. Cluster 22 proliferating cells

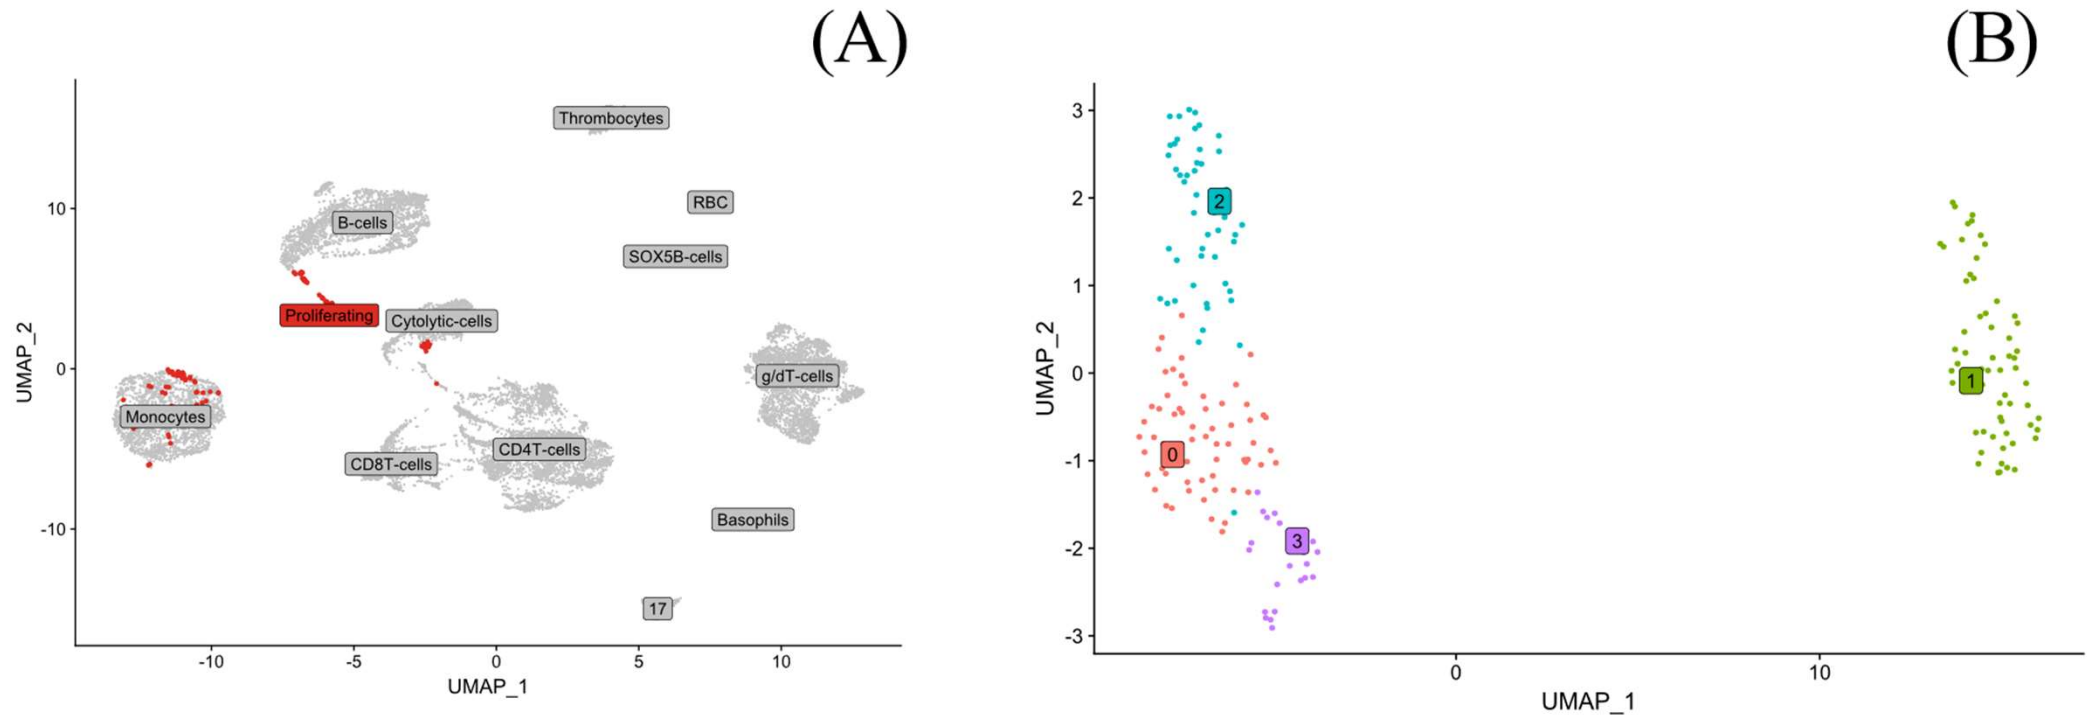

Additional file 3. (A) UMAP of the 16 936 studied cells with cells proliferating cells in cluster 22 indicated in red. (B) UMAP after re-clustering cells of proliferating cells in initial cluster 22 with putative cell types annotated based on the differential expression within the subcluster. The analysis identified four subclusters 0-3 identified by different colour cells

# Supplementary material for: Single-cell RNA-seq mapping of chicken peripheral blood leukocytes
**Source:** BMC Genomics. 2024 Jan 29;25:124. doi: 10.1186/s12864-024-10044-4
**Supplement:** Supplementary file 4 — Supplementary Material 4

**Additional file 4.** Identification of chicken leukocytes immunofluorescence labelling and by single-cell mRNA expression

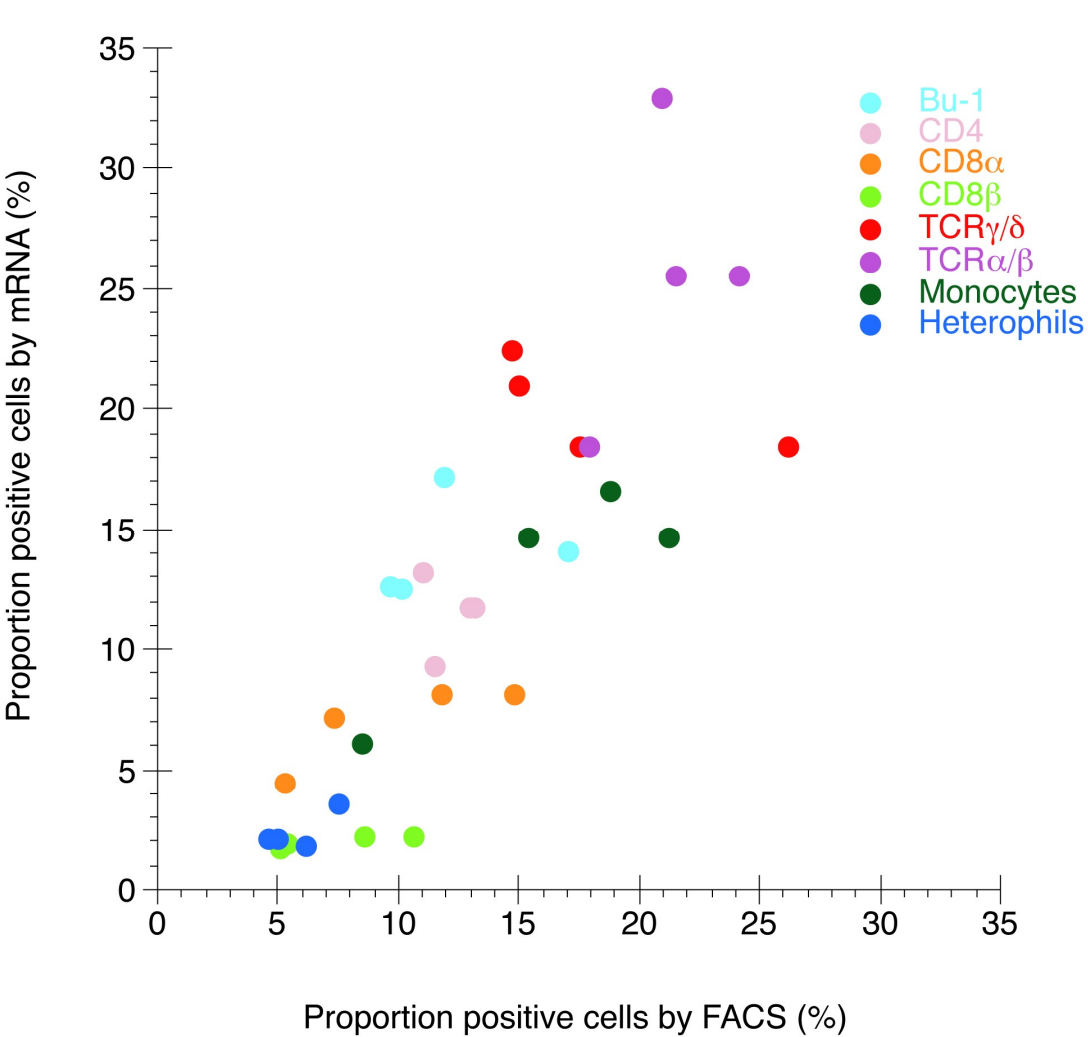

Additional file 4. Identification of chicken leukocytes in the indicated populations by phenotypical identification by immunofluorescence labelling and flow cytometric analysis (FACS) and by single-cell mRNA expression (mRNA) in leukocyte preparations from the four individual hens. For phenotypical identification, cells were identified as cells in the “lymphocyte gate” with cell surface expression of Bu-1, CD4, CD8α, CD8β, TCRγ/δ and TCRα/β (combination of TCRα/Vβ<sub>1</sub> and TCRα/Vβ<sub>2</sub>), respectively. Monocytes were identified by FSC/SSC characteristics and cell surface expression of MMR1L4 (MRC1L-B) and heterophils were identified by FSC/SSC characteristics and cell surface expression of CD45. Data was expressed as proportions of populations out of live events for each individual hen. For gating strategies see Additional file 6. For mRNA identification, cells with log<sup>2</sup> fold change ≥0.25 expression of *LOC396098* (Bu-1), *CD4*, *CD8A* (CD8α), *CD8BP* (CD8β) and *MMR1L4* were considered positive. For TCRγ/δ, cells in clusters 1, 0, 23, 25 and 29 were considered positive, for TCRα/β cells in clusters 3, 8, 11-16, 24, 30 and 7 were considered positive and for heterophils cells in monocyte subcluster 2 were considered positive. Data was expressed as proportions of positive cells out of the total number of cells after filtering for each individual hen.

# Supplementary material for: Single-cell RNA-seq mapping of chicken peripheral blood leukocytes
**Source:** BMC Genomics. 2024 Jan 29;25:124. doi: 10.1186/s12864-024-10044-4
**Supplement:** Supplementary file 5 — Supplementary Material 5

**Additional file 5.** Monoclonal antibodies used for immunolabelling and combinations (panels) used to phenotype chicken leukocytes.

| Abbreviation                               | Clone               | Specificity                                              | Fluorochrome                                   | Panel |   |   |
|--------------------------------------------|---------------------|----------------------------------------------------------|------------------------------------------------|-------|---|---|
|                                            |                     |                                                          |                                                | 1     | 2 | 3 |
| CD41/61-RPE                                | 11C3                | Chicken CD41/61 integrin (GPIIb-IIIa)                    | R-phycoerythrin <sup>d</sup>                   | X     | X | X |
| CD45-PerCp/Cy5.5                           | UM16-6 <sup>b</sup> | Chicken CD45, all isoforms [1]                           | Peridinin chlorophyll-cyanine 5.5 <sup>e</sup> | X     | X | X |
| MRC1L-B                                    | Kul-01 <sup>c</sup> | Chicken mannose receptor MMR1L4 (MRC1L-B) [2]            | Alexa Fluor 647 <sup>d</sup>                   | X     | - | - |
| TCR $\alpha$ /V $\beta$ <sub>1</sub> -Fitc | TCR-2 <sup>c</sup>  | Chicken $\alpha$ /V $\beta$ <sub>1</sub> T-cell receptor | Fluorescein <sup>d</sup>                       | X     | - | - |
| Bu-1-PACBLU                                | AV20                | Chicken Bu-1 (ChB6) alloantigen [3]                      | Pacific Blue <sup>TMd</sup>                    | X     | - | - |
| TCR $\alpha$ /V $\beta$ <sub>2</sub> -RPE  | TCR-3 <sup>c</sup>  | Chicken $\alpha$ /V $\beta$ <sub>2</sub> T-cell receptor | Fluorescein <sup>d</sup>                       | -     | X | - |
| CD4-PACBLU                                 | CT-4 <sup>c</sup>   | Chicken CD4                                              | Pacific Blue <sup>TMd</sup>                    | -     | X | - |
| CD25-PE/Cy7                                | AV142 <sup>b</sup>  | Chicken CD25, interleukin-2 receptor $\alpha$ -chain     | R-phycoerythrin-cyanine 7 <sup>e</sup>         | -     | X | - |
| CD8 $\alpha$ -Cy5                          | 3-298 <sup>c</sup>  | $\alpha$ -chain of chicken CD8                           | Cyanine 5 <sup>d</sup>                         | -     | X | X |
| CD8 $\beta$ -APC/Cy7                       | EP42 <sup>c</sup>   | $\beta$ -chain of chicken CD8                            | Allophycocyanin-cyanine 7 <sup>e</sup>         | -     | X | X |
| TCR $\gamma$ / $\delta$ -Fitc              | TCR-1 <sup>c</sup>  | Chicken $\gamma$ / $\delta$ T-cell receptor              | Fluorescein <sup>d</sup>                       | -     | - | X |

X: used in panel, -:not used in panel

a Purchased from OriGene.

b Purchased from Bio-Rad Antibodies.

c Purchased from SouthernBiotech.

d Fluorochrome conjugated by manufacturer.

e Fluorochrome conjugated using Lightning-Link® conjugation kits (abcam) according to the manufacturer's protocol.

## References

1. Huhle D, Hirmer S, Göbel TW (2017) Splenic  $\gamma\delta$  T cell subsets can be separated by a novel mab specific for two CD45 isoforms. *Dev Comp Immunol* 77:229-240 doi:10.1016/j.dci.2017.08.013
2. Staines K, Hunt LG, Young JR, Butter C (2014) Evolution of an expanded mannose receptor gene family. *PLoS One* 9 (11):e110330 doi:10.1371/journal.pone.0110330
3. Rothwell CJ, Vervelde L, Davison TF (1996) Identification of chicken Bu-1 alloantigens using the monoclonal antibody AV20. *Vet Immunol Immunopathol* 55 (1-3):225-234. doi:10.1016/s0165-2427(96)05635-8

# Supplementary material for: Single-cell RNA-seq mapping of chicken peripheral blood leukocytes
**Source:** BMC Genomics. 2024 Jan 29;25:124. doi: 10.1186/s12864-024-10044-4
**Supplement:** Supplementary file 6 — Supplementary Material 6

Panel 1

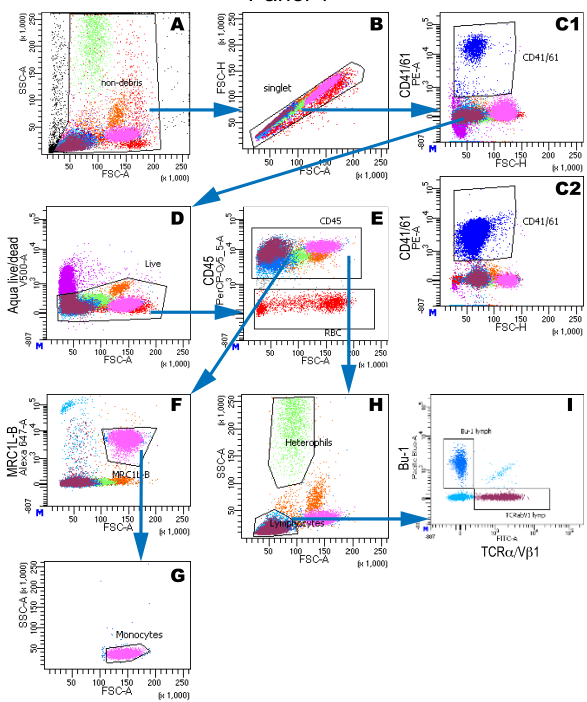

Panel 2

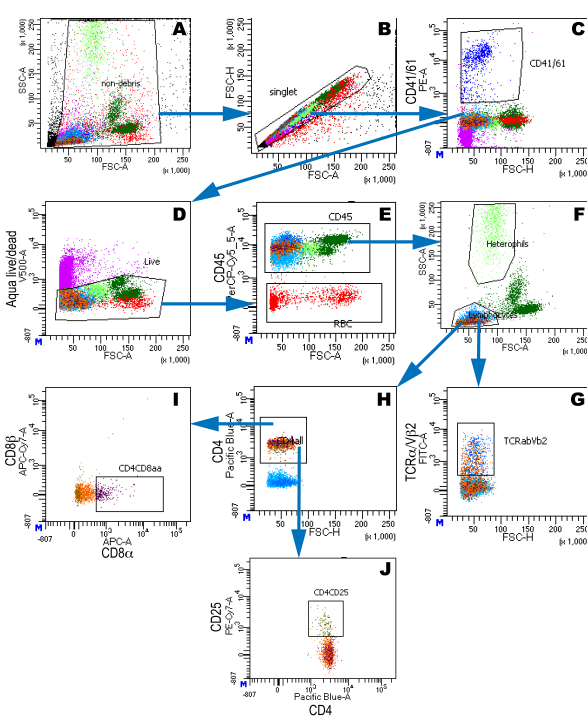

Panel 3

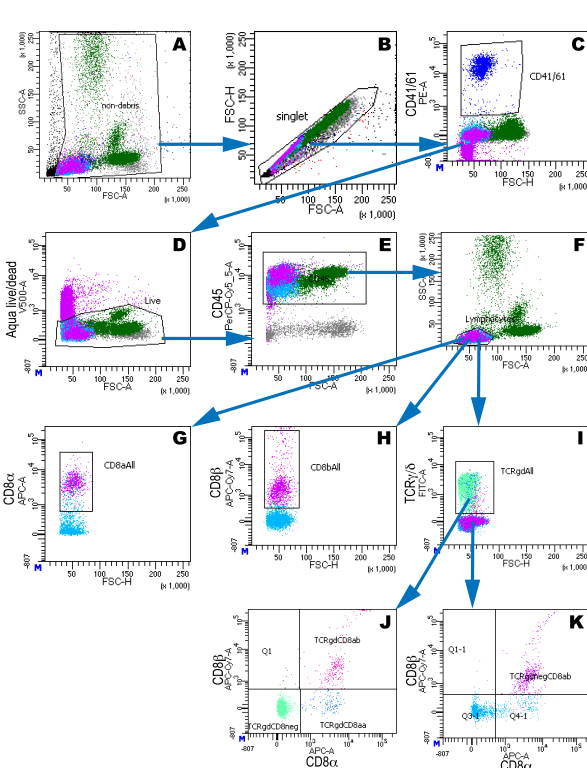

## Additional file 6. Gating strategy for phenotypic identification of leukocytes with immunofluorescence labelling and flow cytometric analysis.

The antibody panels are listed in Additional file 5.

### Panel 1.

Identification of CD41/61+ cells (thrombocytes), red blood cells, monocytes, heterophils, lymphocytes, TCR $\alpha$ /V $\beta$ <sub>1</sub>+ lymphocytes and Bu-1+ lymphocytes (B-cells), respectively, through singlet gating, FSC/SSC characteristics and using CD41/61-PE, CD45-PerCp/Cy5.5, MRC1L-B-AF647, TCR $\alpha$ /V $\beta$ <sub>1</sub>-Fitc and Bu-1-PACBLU. From the gate excluding debris in initial dot-plot in A gating through FSC-H vs FSC-A was performed in B to exclude large aggregates. CD41/61+ cells were identified in C. Due to high autofluorescence of paraformaldehyde fixed thrombocytes in the V500-channel these had to be excluded before identification of live cells. C1 shows a depleted cell preparation C2 shows the undepleted cell preparation from the same hen. From non-CD41/61+ cells in C live cells were gated through exclusion of events stained with Aqua dead stain in D. From the live gate, CD45 high events and CD45- events (red blood cells), respectively were gated in E. From the CD45 high events in E MRC1L-B+ events were gated in F and these were defined as monocytes according to FSC/SSC characteristics in G. CD45 high events in E were identified as heterophils and lymphocytes, respectively according to FSC/SSC characteristics in H. Lymphocytes gated in H were defined according to Bu-1 expression (B-cells) and TCR $\alpha$ /V $\beta$ <sub>1</sub> expression respectively in I. A representative CD41/61 depleted leukocyte sample is shown.

### Panel 2.

Identification of TCR $\alpha$ /V $\beta$ <sub>2</sub>+ lymphocytes, CD4+ lymphocytes, CD4+CD8 $\alpha$ + lymphocytes and CD4+CD25+ lymphocytes, respectively, through singlet gating, FSC/SSC characteristics and using CD41/61-PE, CD45-PerCp/Cy5.5, TCR $\alpha$ /V $\beta$ <sub>2</sub>-Fitc CD8 $\alpha$ -Cy5, CD8 $\beta$ -APCCy7 and CD4-PACBLU. A to E was analysed as described for panel 1 above. CD45 high events in E were identified as lymphocytes according to FSC/SSC characteristics in F. Lymphocytes gated in F were defined according to TCR $\alpha$ /V $\beta$ <sub>2</sub> expression in G and according to CD4 expression in H (all CD4+ lymphocytes). CD4+ lymphocytes were defined as CD4+CD8 $\alpha$ + in I and CD4+CD25+ in J, respectively. A representative CD41/61 depleted leukocyte sample is shown.

### Panel 3.

Identification of TCR $\gamma$ / $\delta$ +, CD8 $\alpha$ +, CD8 $\beta$ +, TCR $\gamma$ / $\delta$ +CD8-, TCR $\gamma$ / $\delta$ +CD8 $\alpha$ +, TCR $\gamma$ / $\delta$ +CD8 $\alpha$ + and TCR $\gamma$ / $\delta$ -CD8 $\alpha$ + (CTL) lymphocytes, respectively, through singlet gating, FSC/SSC characteristics and using CD41/61-PE, CD45-PerCp/Cy5.5, TCR $\gamma$ / $\delta$ -Fitc CD8 $\alpha$ -Cy5 and CD8 $\beta$ -APCCy7. A to F was analysed as described for panel 2 above. Lymphocytes gated in F were defined according to CD8 $\alpha$  expression in G (all CD8 $\alpha$ + lymphocytes), CD8 $\beta$ + expression in H (all CD8 $\beta$ + lymphocytes) and TCR $\gamma$ / $\delta$  expression in I (all TCR $\gamma$ / $\delta$ + lymphocytes). TCR $\gamma$ / $\delta$ + lymphocytes gated in I were defined according to CD8 $\alpha$  and CD8 $\beta$  expression, respectively, in J. TCR $\gamma$ / $\delta$ - lymphocytes gated in I were defined according to CD8 $\alpha$  and CD8 $\beta$  expression, respectively, in K. A representative CD41/61 depleted leukocyte sample is shown.

How the deposited data were processed for this re-analysis (not part of the article)

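The study sequenced the RNA of single blood leukocytes of clinically healthy hens, 24 weeks of age, in 4 libraries of 1 condition. The files used here hold 1 matrix of 15271 genes by 16936 cells. Its values are taken as scores that the authors made before deposit, from UMI counts of Cell Ranger 7.0.0 against the RefSeq annotation release 106 of GRCg7b. The paper has doublets removed and cells filtered with Seurat 4.3.0, and the counts of each library corrected for depth with SCTransform (glmGamPoi). The files do not state which of these steps the values had passed. They were read as corrected counts in whole numbers, since the totals per cell lie only between 1577 and 3004, and 889 of the 12042 cells of libraries 1 to 3 lie above the study's mitochondrial limit. These scores were therefore not treated as raw counts. A cell is said here to have a UMI of a gene where its score is 1 or more.

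The cells of each library were read from the prefix of their barcodes. The prefixes name samples 2 to 4, and barcodes with no prefix were taken as library 1, since the paper names samples 1 to 4. The library numbers serve here only to tell replicates apart. Libraries 1 to 4 held 4452, 2697, 4893 and 4894 cells, with median totals of 2318.5, 2448, 2444 and 2438 per cell. Libraries 3 and 4 shared 4890 barcodes and nearly all values, as is described at the claims and below, so they were counted as 1 library and n is 3. The scores are corrected to a common depth, so a library's total of 10500637, 6517674, 11808169 or 11818239 reflects its cells and not its sequencing. A gene listed at 0 in a group of few cells was not taken as absent, since a count of 0 allows up to 3 counts at 95% confidence.

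Clustering took the 12042 cells of libraries 1 to 3, the scores on a log scale, 3000 features, integration of the libraries by canonical correlation on 30 dimensions and 27 principal components. Louvain clusters were drawn at a resolution of 0.8 from 20 neighbours with Seurat 5.3.0 in R 4.3.3. Genes that the paper names and marker genes were kept out of the features. The study's filters were not applied again in the main clustering, since percentages of corrected scores need not match those of raw counts. A cluster was named where at least 3 markers of a cell type reached 2 times the level of the other cells and were seen in 5% of cells. SOX5 B-like and Treg-like clusters were judged within B-like and CD4 T-like clusters. Monocyte-like, cytolytic-like and proliferating-like cells were clustered again by the same steps. MMR1L4-high cells were those above the median of MMR1L4 among the monocyte-like cells of each library, with ties in the low group.

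For each comparison, the scores of a group of cells were summed per library, scaled to 10000, and compared as log2 of the value plus 0.1 with limma 3.58.1, with a trend in the prior spread. The profile of library 3 was the mean of its 2 entries. Genes with a mean of at least 0.05 in either group were tested, p-values were adjusted by Benjamini-Hochberg over the tested genes, and the threshold was 0.05. A library with fewer than 10 cells of a group gave no profile, and a comparison needed 3 libraries per group. The tests set before the data were examined model raw counts, which the scores are not, so limma on the log scale was used in their place. No covariate entered the model. Both groups of a comparison came from the same hens, and the deviations of the 2 profiles of a library from their group means correlated by -0.001 to 0.531. A model with the hen as a block was therefore run as an alternative. The genes named in the text were set before the data were examined. They are every gene that the paper names for the cells compared, every marker gene, and the 5 genes with the largest log2 fold change in each direction among those past the threshold and changed the same way in every library. A gene named outside this rule is said to have been chosen after its values were seen. The values that the paper gives in its tables and figures had been seen by then.

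Each test was tested on simulated data in which 200 genes were changed by 1 or 2 on the log2 scale, with the spread between libraries of the real profiles. Unchanged genes made up 0 to 6.90% of the calls. The share of changed genes recovered was 95% for γ/δ T-like against α/β T-like cells, 82.5% for cytolytic-like, 73.5% for CD8 T-like, 63.5% for Treg-like, 59% for MMR1L4-high and 33% for SOX5 B-like cells. It was 77% and 65% for the ribosomal B-like and γ/δ T-like clusters, 39% for eosinophil-like, 22.5% for proliferating-like and 10.5% for basophil-like cells, and 60% for the monocyte sub-cluster lowest in CD74. It was 13.5% for the monocyte sub-cluster highest in the heterophil markers and for cytolytic sub-cluster 0, 16.5% for the CTL-like sub-cluster 2, 2% for sub-cluster 3 against the others, 0% for it against γ/δ T-like cells and 6% for the MYB cluster. Small counts for this monocyte sub-cluster and within the cytolytic-like cells therefore do not show that few genes differ. Sub-cluster 3 against γ/δ T-like cells and the MYB cluster gave 1807 and 2123 genes in the data. The recovery of changes of 1 or 2 thus says little on these 2 counts.

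Shares of cell groups and of cells with a UMI were taken per library, with exact Clopper-Pearson 95% intervals and the mean and SD over libraries. Doublets were called with Scrublet in scanpy 1.11.5, which called 52 cells, 0.432%. Gene positions, overlaps and lengths came from the annotation table, which holds 25635 genes and gave a length for 15209 genes, 99.6% of those in the matrix. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used for the tables.

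Alternatives set before the data were examined were no filter on low values, the hen as a block, each library left out, the features kept in the clustering, resolutions of 0.4 and 1.2, log-normalised scores, libraries merged without integration, groups set by the first 3 markers, the top 5% of cells by total left out, and libraries 3 and 4 counted as 2. For shares they were 2 UMIs, thinning to 1000, Scrublet calls left out and another denominator. Pseudocounts of 0.02 and 0.5, quantile normalisation, limma without trend, the study's filters for comparisons and shares, and the comparisons by sub-cluster number and of the MYB cluster were added after the data were seen. Planned comparisons with heterophil-like, NK-like and cytolytic γ/δ-like names could not be made because no sub-cluster met these names. The results for some genes are not reported here. The flow cytometry itself and the gene ontology terms of the study were not analysed here.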

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

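The tests of this part were all chosen after the results were seen, and no biological explanation was tested, since the libraries are of 1 condition.

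The paper does not report DAW1. In the unnamed cluster 19, of 56 cells, DAW1 was 58.7 per 10000 over all its cells, a signal in a gene that the paper did not discuss and above the limit that a count of 0 allows. CCR6 UMIs were seen in 11 of its 17 cells of library 1, 3 of 4 in library 2 and 20 of 35 in library 3, and DAW1 UMIs in every one of these cells. PTH2R, IL2RA and RORA were also high there. A mixture of 2 other cell types in 1 droplet would hold these genes at no more than their level in 1 of those types, but the lower of the ratios of CCR6 and DAW1 to their highest level in any named cell group was 78.4, which argues against doublets. Cells of 1 library alone are argued against by DAW1, which was at least 53.5 per 10000 in each library, although only 4 of the cells are from library 2. The cluster was found with 56 cells when the features were kept and at a resolution of 1.2, and with log-normalised scores it held 56 cells, 54 of them shared. At a resolution of 0.4 it lay inside a Treg-like cluster of 530 cells, in which DAW1 was 6.77, and without integration inside a Treg-like cluster of 601 cells, in which it was 6.07. DAW1 overlaps SPHKAP and PID1 in the annotation. SPHKAP was 2.20 per 10000 over all cells of cluster 19 and PID1 was listed at 0, so the value of DAW1 is uncertain where reads fell in a shared part. Reads shared between related genes were not tested. Whether these cells are a separate cell type stays open, as a hypothesis.

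LOC121111415, on chromosome 8, was not discussed by the paper. It was 19.0 per 10000 over all SOX5 B-like cells, with UMIs in 87 of 176 cells, and listed at 0 in other B-like cells. Its level lay above the limit that a count of 0 allows. Free RNA in all droplets would raise the gene in every cell group, but its highest level in another named group was 0.00995 per 10000, in monocyte-like cells. The lowest of the 3 libraries held 11.4 per 10000 in SOX5 B-like cells, which argues against a signal of 1 library alone. A variant of the hens against the reference and reads from related sequences were not tested, so the origin of these reads stays open.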

How the results depend on the processing

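Counts are of genes past limma's threshold unless another measure is named, and the cause was not tested where a value moved, except where a construction is named. The study's filters for comparisons and shares, the pseudocounts, quantile normalisation, limma without trend, and the comparisons by sub-cluster number, of the monocyte sub-cluster lowest in CD74 and of the MYB cluster were chosen after the data were seen, as was the comparison with other splits. The other alternatives were set before the data were examined. Of 345 results for named genes, 243 were past the threshold and 102 were not. Over all alternatives 5973 gene results were given, of which 5493 kept their direction and their side of the threshold, 394 no longer passed it, 73 newly passed it and 13 reversed. Leaving out library 1, 2 or 3 took 54, 40 and 79 results below the threshold and added 0, 2 and 0.

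Leaving out 1 library at a time (without library 1, 2 or 3, with library 3 as the mean of its 2 entries) gave 0 to 0 genes for MMR1L4-high cells, 130 to 585 for SOX5 B-like, 971 to 1774 for γ/δ T-like, 100 to 449 for Treg-like, 257 to 512 for CD8 T-like, 1092 to 2553 for cytolytic-like, 2086 to 2817 for proliferating-like, 3629 to 3899 for eosinophil-like and 2729 to 3450 for basophil-like cells. It gave 79 to 885 for the ribosomal B-like cluster, 193 to 1103 for the ribosomal γ/δ T-like cluster, 0 to 0 for the monocyte sub-cluster highest in the heterophil markers, 0 to 0, 0 to 147 and 0 to 0 for cytolytic sub-clusters 0, 2 and 3, 84 to 2051 for the last against γ/δ T-like cells, 0 to 102 for the monocyte sub-cluster lowest in CD74 and 2304 to 2463 for the MYB cluster. A comparison with 2 libraries per group has fewer samples, so a lower count need not come from the hen left out.

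Without a filter on low values the count moved from 3512 to 5339 for proliferating-like, from 3087 to 5775 for basophil-like cells and from 2123 to 3614 for the MYB cluster. It moved from 1288 to 788 for the ribosomal γ/δ T-like cluster, from 8 to 5 for the sub-cluster highest in the heterophil markers, from 1 to 2 and from 39 to 22 for cytolytic sub-clusters 0 and 3, from 1807 to 2815 for the latter against γ/δ T-like cells and from 179 to 112 for the sub-cluster lowest in CD74. With the hen as a block, 58 genes passed for MMR1L4-high cells, 3258 for γ/δ T-like, 705 for Treg-like, 1953 and 2321 for the ribosomal B-like and γ/δ T-like clusters, 178 for the sub-cluster highest in the heterophil markers, 101, 524 and 205 for cytolytic sub-clusters 0, 2 and 3, 514 for the last against γ/δ T-like cells and 1534 for the sub-cluster lowest in CD74. A block takes the spread shared by the profiles of a hen out of the error.

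With the features kept the sub-cluster highest in the heterophil markers gave 5 genes. It is called the heterophil sub-cluster in this part for short, although no sub-cluster met the marker rule for heterophils. At a resolution of 0.4 only 2 cytolytic sub-clusters formed, so that the comparison of sub-cluster 0 was that of sub-clusters 2 and 3 seen from the other side, with 270 genes. The sub-cluster lowest in CD74 gave 114 there, and COL25A1 in the comparison of sub-cluster 2 reversed from -2.06 to 1.41. Cytolytic sub-clusters 0 and 2 gave 0 and 0 genes at a resolution of 1.2. The CTL-like sub-cluster there had 9 cells in library 1, fewer than the 10 that a profile needs. The count for sub-cluster 2 need not come from the CTL-like cells. With log-normalised scores sub-clusters 0 and 3 gave 0 and 20. With libraries merged without integration the ribosomal B-like cluster gave 12 genes, the ribosomal γ/δ T-like cluster 352, the heterophil sub-cluster 64, cytolytic sub-clusters 0 and 3 gave 16 and 8 and the sub-cluster lowest in CD74 351. There 11 genes reversed, LOC121108878 to -0.17, IGLL1 to -0.64, BLB1 to -0.089, BLB2 to -0.12, JCHAIN to -2.37, SUGCT to 0.71 and RIMS2 to 0.20 in the B-like comparison, and DOK6 to 0.12, GRIN3A to 0.17, IQSEC1 to 0.62 and KCNQ3 to 0.46 in the γ/δ comparison. The share of unnamed cells moved to 0 there.

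With the groups set by the first 3 markers the counts were 315 for SOX5 B-like, 70 for Treg-like, 243 for CD8 T-like, 1346 for proliferating-like and 2003 for basophil-like cells, and FN1 in proliferating-like cells reversed from -5.56 to 0.90. With the top 5% of cells by total left out cytolytic sub-cluster 3 gave 24 genes. With libraries 3 and 4 counted as 2, the counts were 2388 for SOX5 B-like, 3655 for γ/δ T-like, 968 for Treg-like, 1696 for CD8 T-like and 3831 for cytolytic-like cells, 2664 and 3119 for the ribosomal B-like and γ/δ T-like clusters, 388 for the heterophil, 384, 673 and 899 for cytolytic sub-clusters 0, 2 and 3 and 942 for the sub-cluster lowest in CD74. Counting 1 library as 2 takes its likeness to itself for likeness between hens.

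With the study's filters cytolytic sub-cluster 0 gave 0 genes, with a pseudocount of 0.02 it gave 0 and sub-cluster 3 gave 19, and with a pseudocount of 0.5 sub-cluster 0 gave 16. With quantile normalisation the counts were 2751 for eosinophil-like and 1792 for basophil-like cells, 461 for the ribosomal B-like cluster, 0 for cytolytic sub-cluster 0, 1001 for sub-cluster 3 against γ/δ T-like cells and 275 for the MYB cluster. limma without trend gave 5 for the heterophil, 0, 97 and 10 for cytolytic sub-clusters 0, 2 and 3 and 110 for the sub-cluster lowest in CD74. At 2 UMIs or more the share of positive cells fell to 8.84% for LOC396098, 3.37% for CD4, 1.58% for CD8A and 0.301% for CD8BP, and with cells thinned to 1000 to 9.12%, 5.50%, 3.08% and 0.798%, so these shares depend on depth. The share with MMR1L4 UMIs fell as well, from 12.5% to 8.37% and 8.02%, though by less than its SD of 5.57. For libraries 3 and 4, which shared 4890 barcodes, 656 cells were identical cell by cell, and the chi-square of gene totals per degree of freedom was 0.0391. No share of a named cell group moved by more than its SD under any alternative run for the shares. Leaving out 1 library, or counting libraries 3 and 4 as 2, could not have moved a share that far.

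DESeq2 and its size factors were planned but not run, because the scores are not counts. The ribosomal B-like and γ/δ T-like comparisons could not be fitted at a resolution of 0.4 or with the first 3 markers, the comparisons by sub-cluster and of the MYB cluster could not with the first 3 markers, and the MYB cluster was not found without integration. The ribosomal CD4 T-like comparison was fitted only without library 2, which has 7 of its cells (517 genes), and with libraries 3 and 4 counted as 2 (4555). At a resolution of 0.4 the only clusters for it were the CD4 T-like and the Treg-like one, which differed in 437 genes, so this is not the same comparison.

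For each comparison across genes, the count was compared with those of all 10 ways to split the 6 profiles into 3 against 3. The share of splits as large cannot be under 0.1, so this share alone cannot exclude chance. For MMR1L4-high cells all 10 splits gave a count as large as 0, the largest being 135. In the other 17 comparisons 1 split, the real one, gave a count as large, and the largest count of any other split was 2. These groups were drawn on expression and every other split mixes them, so a gap follows from the construction and does not argue against chance. Chance therefore stays open where the real split gave 179 to 4696 genes and where it gave 1, 8 or 39. In these 17 comparisons the real split also gave the largest count among the 4 splits that part the 2 profiles of every hen. The other splits put 2 profiles of a hen in 1 group.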

Differences from the paper's values

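The paper gives 4 sub-clusters of proliferating cells, and 2 were found here. Of the alternatives set before the data were examined, a resolution of 1.2 gave 4 sub-clusters, while the features kept, a resolution of 0.4, log-normalised scores and libraries merged without integration each gave 2.

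For CD8β+ cells the paper's flow cytometry gives 7.4 ± 4.2% (95% confidence interval, Additional file 1), and CD8BP UMIs were seen here in 1.97 ± 0.233% of cells (SD, n = 3 libraries). No alternative set before the data were examined reached the paper's value. The shares were 0.301% at 2 UMIs or more, 0.798% with cells thinned to 1000, 2.03% without thrombocyte-like and red blood cell-like cells and 2.03% with libraries 3 and 4 counted as 2. A protein and an RNA are compared here, which is a limit. The paper also has lower values by mRNA than by flow cytometry for these cells, and its own share by mRNA, read from the figure, is 2.1%, near the share found here. For CD4 the share of cells with a UMI was 11.5 ± 1.98%, and for Bu-1 (LOC396098) 14.7 ± 2.35%, each within the paper's interval for the protein. CD4 UMIs were seen in 40.3% of CD4 T-like cells with their Treg-like subgroup. These made up 24.5 ± 7.40% of cells, above the paper's 12.1 ± 1.7% for CD4 protein. B-like cells with their SOX5 subgroup, at 19.3 ± 2.66%, also lay above its 12.2 ± 5.4% for Bu-1. The match by UMIs therefore depends on how often a UMI is seen. At 2 UMIs or more and with cells thinned to 1000, CD4 was 3.37% and 5.50%, outside its interval. Bu-1 was 8.84% and 9.12% there, still within its interval.

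The paper describes the cell groups as alike in proportion in each chicken. Monocyte-like cells were 7.37% of library 1, 17.9% of library 2 and 16.5% of library 3, while γ/δ T-like cells differed by no more than 1.23 times between these libraries. Libraries 3 and 4, which shared 4890 barcodes, are 1 library here.

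The paper sets a cluster with more MMR1L4 and less MHCII against one with the opposite. The clusters here are not matched to the paper's by number. Cluster 5 had medians of 5.66% ribosomal protein and 12.8% mitochondrial values per cell, and cluster 6 had 2.02% and 16.4%. Here MMR1L4 and CD74 were both higher in cluster 5, with 9.62 and 59.7 per 10000, than in cluster 6, with 8.08 and 24.1, and CD74, BLB1 and BLB2 had log2 fold changes of 0.035, -0.019 and -0.015 between MMR1L4-high and MMR1L4-low cells. No alternative took any of these 3 genes past limma's threshold. The split rests on few MMR1L4 UMIs per cell, so counting error can hide a difference between MMR1L4-high and MMR1L4-low cells. MMP9 was lower and S100A12 and SPINK2 were higher in MMR1L4-high cells in 3 of 3 libraries, as the paper has it, and these passed the threshold with the hen as a block. In the re-clustering, the paper names a sub-cluster with much MMP9 and very little MMR1L4 and MHCII as heterophils. No sub-cluster met the marker rule for heterophils here. In the sub-cluster highest in the heterophil markers MMR1L4 was 7.61 against 8.98 per 10000 in the others, MMP9 4.65 against 4.04 and CD74 40.6 against 42.0. Of the 5 sub-clusters of 30 cells or more, sub-cluster 0 had the highest MMP9, 5.14 per 10000 as a mean of libraries, and the lowest CD74, 20.6, and all 4 heterophil markers lay above the other sub-clusters, as the paper has it. Its MMP9 (0.74) passed the threshold with the hen as a block, while its MMR1L4 was 8.34. The paper gives cells with much MMR1L4 and little MHCII high S100A12 and SPINK2. In this sub-cluster, the lowest in CD74, SPINK2 was lower than in the others (-2.39), past the threshold but not without library 3. S100A12 was lower there too (-0.65), past it with the hen as a block, without integration and with libraries 3 and 4 counted as 2. The sub-cluster was low in CD74 but not high in MMR1L4, so it is not the group that the paper describes. It also had medians of 1.66% ribosomal protein and 17.1% mitochondrial values per cell, against 7.27% and 11.9% in sub-cluster 2. With the hen as a block IL1B, IL18 and TRAF3 passed the threshold in the sub-cluster highest in the heterophil markers, and CD83 passed it there in the main test, all higher, as the paper has it. TLR4 passed it there under no alternative. BHLHE40 and IL1R2 also passed the threshold there with the hen as a block. They and NR4A3 are among the markers by which that sub-cluster was picked.

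The paper describes a cytolytic sub-cluster low in CD3D, CD3E, TARP and TRBV6-5 and high in CD247, FASLG and TOX. In cytolytic sub-cluster 0, in which these 4 genes lay below the other sub-clusters, CD3D and CD3E had log2 fold changes of -1.81 and -1.53. The sub-cluster was picked for low values of these genes after the data were seen, so their direction says nothing on the paper's. TARP UMIs were seen in 48.3% and TRBV6-5 UMIs in 50.9% of its cells, against 1.81% and 54.8% of B-like cells, so the share of TRBV6-5 does not set these cells apart, and CD247, FASLG and TOX had log2 fold changes of -0.13, -0.10 and 0.083. In sub-cluster 1, CD247, FASLG and TOX were 10.6, 9.15 and 34.1 per 10000, the highest of the 4 sub-clusters. At a resolution of 0.4 TOX (0.85) passed the threshold in the paper's direction, in a sub-cluster of 629 cells, 74.6% of the cytolytic-like cells.

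The paper found no ZEB2 in the SOX5 B-cells, and ZEB2 was 7.08 per 10000 in SOX5 B-like against 0.139 in other B-like cells, while TBX21 was 0.131 and FGR 0.0296 in that cluster, near absence as the paper has it. The paper found no GNLY in its CD8 cluster, and GNLY was 9.22 per 10000 in CD8 T-like against 0.507 in CD4 T-like cells. FASLG, GZMA and GZMM were 0.0325, 0.00927 and 0.350 there, lower than in cytolytic-like cells, as the paper has it. The paper describes CD226 as high in the cytolytic sub-cluster that it assigns to CTL. CD226 was 3.49 per 10000 in the CTL-like sub-cluster and 3.39 in the other cytolytic sub-clusters, and passed the threshold under no alternative.

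The paper gives the Treg cluster the highest RORA among T-cell clusters. RORA was 12.3 per 10000 in the Treg-like cluster, 12.3 in the larger γ/δ T-like cluster and 42.5 in the unnamed cluster 19, which lay inside the Treg-like cluster at a resolution of 0.4 and without integration. The paper describes 1 CD4 cluster with distinct SMAD7, and SMAD7 was 8.74, 8.86 and 7.74 per 10000 in the CD4 T-like clusters and 4.35 in the Treg-like cluster. CD4 T-like cells formed fewer clusters here than CD4 cells did in the paper. A smaller part with more SMAD7 could lie inside a cluster, so these values cannot decide on the paper's cluster. The paper describes a myeloid sub-cluster among proliferating cells. MMR1L4, LY86 and CSF3R were at most 0.290 per 10000 in the 2 sub-clusters here. Sub-cluster 1, named plasmablast-like, had a mean log2 fold of 1.71 over the 6 monocyte markers and 4.38 over the plasmablast-like markers. Of the monocyte markers, 1 met the marker rule in it. At a resolution of 1.2 the 4 sub-clusters were named CD4 T-like (38 cells), cytolytic-like (34), B-like (31) and plasmablast-like (28). The B-like one had a mean log2 fold of 2.28 over the 6 monocyte markers, but only 1 of them met the marker rule. Over the B-like markers its mean log2 fold was 0.28, so its name is uncertain. The name of the 38 cells is uncertain as well, since their mean log2 fold was 1.09 over the B-like markers and 0.86 over the CD4 T-like markers.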

Other observations

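The tests of this part that concern the ribosomal clusters were set before their results were seen, and those that concern libraries 3 and 4, free RNA, doublets or cells joined to others were chosen after the results were seen. No biological explanation was tested, since the libraries are of 1 condition.

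Libraries 3 and 4 shared 4890 of the 4894 barcodes of library 4, and any other 2 libraries shared at most 9 barcodes, so barcodes shared by chance are argued against. Reads of 1 library assigned to the other at a low level would leave the shared cells without most of their genes in 1 of them, but any shared cell differed in at most 128 genes, where the median cell of library 4 held 1155.5, which argues against it. One library entered under 2 names is consistent with the 4890 shared barcodes. Which of the hens the library came from, and where the small differences between the 2 entries arose, stays open.

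In each of the B-like, γ/δ T-like and monocyte-like lineages 1 cluster held more ribosomal protein values than the other. The log2 fold change between them fell with gene length, with a Spearman rho of -0.564, -0.644 and -0.229. Of 4 equal groups by length, the shortest genes had a median of 0.42 in the B-like, 0.45 in the γ/δ T-like and -0.012 in the monocyte-like lineage, and the longest genes -0.17, -0.33 and -0.25. Long against short genes captured, as RNA of the nucleus against that of the cytoplasm would give, may be part of these clusters. The changes were also correlated between lineages. With gene length held fixed, rho was 0.495 for B-like and γ/δ T-like, 0.335 for B-like and monocyte-like and at its lowest 0.270 for γ/δ T-like and monocyte-like genes, where single libraries gave 0.134 to 0.207. All of these clusters were picked by their ribosomal share, which favours a like direction, and no value without a shared change was computed, so it stays open whether 1 change is shared by the lineages. The 10 genes that the paper names for its B-cell cluster had a median of 0.76, at the percentile 96.6 of 10000 random lists of like length and level, whose median was 0.30. CD3D, CD3E, TPT1 and KK34 had a median of 1.41, at the percentile 99.5 of such lists, whose median was 0.68. The study picked these genes from these libraries, which keeps open whether length explains their rise.

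Basophil-like cells held CD3D at 2.64 times its highest level in any single T-like or cytolytic-like cluster, the ribosomal CD4 T-like one. T-cells among them or joined to them would bring other T-cell genes, and CD247, BCL11B, TCF7 and TRBV6-5 were at 4.12%, 3.25%, 2.65% and 0.879% of their level in α/β T-like cells, which argues against this. TARP was at 266% and CD3E at 214% of that level.

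B-like cells held TRBV6-5 at 28.5% of its level in α/β T-like cells. Free RNA would reach monocyte-like cells as well, but B-like cells held 107 times as much. T-cells among the B-like cells are argued against by CD247, at 2.36% of the α/β T-like level, and by BCL11B and TCF7 at 0.841% and 0.593%. TRBV6-5 is annotated over 15 other genes, and reads of related segments were not tested and stay open.

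CD8 T-like cells held GNLY at 22.4% of its level in cytolytic-like cells. It was 14.4 times as high as in the highest of CD4 T-like, B-like and monocyte-like cells, which argues against free RNA in all droplets. Cytolytic-like cells among them would bring FASLG and GZMA, which were at 0.402% and 0.448% of the cytolytic-like level, while GZMM was at 9.54% and IL2RB at 7.53%.

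SOX5 B-like cells held ZEB2 at 49.9 times its level in other B-like cells, which argues against free RNA in all droplets. ZEB2 was at 17.2% of its monocyte-like level, but CSF3R was at 0.946% and S100A12 at 0.533%, and MMR1L4 was listed at 0, which argues against monocyte-like cells joined to them. GNLY and FASLG were at 0.721% and 0.792% of the cytolytic-like level, where ZEB2 was at 18.7%.

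Monocyte sub-cluster 4 held MMR1L4 at 586 times its level in T-like cells, and cytolytic sub-cluster 0 held TARP at 73.9 times the higher of its levels in B-like and monocyte-like cells. Free RNA in all droplets is argued against for both. Reads shared between the segments of the T-cell receptor γ locus were not tested for TARP.

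Cytolytic sub-cluster 0 had a median of 814 genes and 16.4% mitochondrial values per cell, and sub-cluster 2 had 1326.5 genes and 10.3%. The unnamed cluster 21, of 46 cells, held 35.5% mitochondrial values, and 42 of its cells came from library 3. These values are reported without an explanation.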
